# *Monodelphis domestica* Induced Pluripotent Stem Cells Reveal Metatherian Pluripotency Architecture

**DOI:** 10.3390/ijms232012623

**Published:** 2022-10-20

**Authors:** Satish Kumar, Erica M. De Leon, Jose Granados, Deanne J. Whitworth, John L. VandeBerg

**Keywords:** iPSC reprogramming, marsupial, pluripotency gene network

## Abstract

Marsupials have been a powerful comparative model to understand mammalian biology. However, because of the unique characteristics of their embryology, marsupial pluripotency architecture remains to be fully understood, and nobody has succeeded in developing embryonic stem cells (ESCs) from any marsupial species. We have developed an integration-free iPSC reprogramming method and established validated iPSCs from two inbred strains of a marsupial, *Monodelphis domestica.* The monoiPSCs showed a significant (6181 DE-genes) and highly uniform (*r*^2^ [95% CI] = 0.973 ± 0.007) resetting of the cellular transcriptome and were similar to eutherian ESCs and iPSCs in their overall transcriptomic profiles. However, monoiPSCs showed unique regulatory architecture of the core pluripotency transcription factors and were more like marsupial epiblasts. Our results suggest that *POU5F1* and the splice-variant-specific expression of *POU5F3* synergistically regulate the opossum pluripotency gene network. It is plausible that *POU5F1*, *POU5F3* splice variant XM_016427856.1, and *SOX2* form a self-regulatory network. *NANOG* expression, however, was specific to monoiPSCs and epiblasts. Furthermore, *POU5F1* was highly expressed in trophectoderm cells, whereas all other pluripotency transcription factors were significantly downregulated, suggesting that the regulatory architecture of core pluripotency genes of marsupials may be distinct from that of eutherians.

## 1. Introduction

Extant mammals include three major lineages: egg-laying monotremes (Prototheria), marsupials (Metatheria) and eutherian mammals (Eutheria). The most closely related of these are metatherian and eutherian mammals, sharing their most recent common ancestor ~160 million years ago (Mya), which is approximately half the time since the separation of mammals and birds (310–340 Mya) and about twice the time since the rapid radiation of eutherian species (66–90 Mya) [1,2,3]. Due to this unique evolutionary relationship with eutherians and birds, metatherians are frequently used as a comparative model to understand mammalian biology, as well as evolutionary events that gave rise to extant homeotherm species [4]. Research with marsupials has provided insights into the origins and evolutionary diversifications of mammalian-specific genetic and genomic structures, genomic imprinting, X-chromosome inactivation, immunobiology, neurobiology and carcinogenesis [4,5,6,7,8,9,10,11,12]. Since their evolutionary separation, metatherians and eutherians have developed some distinctive anatomic, physiologic, and genetic features, most notably in embryogenesis [13]. Unlike the eutherian blastocyst, the marsupial blastocyst forms initially as a bowl-shaped monolayer of cells lining the zona pellucida at the embryonic pole. Blastomeres from the embryonic pole then divide and expand in close contact with the zona pellucida, generating a unilaminar blastocyst that lacks a pluripotent inner cell mass. The blastomeres at the embryonic pole then act as precursors of the epiblast (EPI), the presumptive pluripotent cells, and of the hypoblast/primitive endoderm (PreE). Other blastomeres give rise to the trophectoderm (TE) [14,15]. Furthermore, the marsupial and monotreme genomes have retained *POU5F1* (also known as *OCT4*) and its paralogue *POU5F3* (also referred to as *POU2*); both are Class V POU transcription factors, and are important regulators of pluripotency, differentiation, and early development in vertebrates. *POU5F1* originated from a duplication event of ancestral *POU2* sometime in a common ancestor of cartilaginous and bony fishes during vertebrate evolution. Subsequently, either *POU5F1* or *POU5F3* was independently lost from the genomes of various lineages [16,17,18]. In mammals, *POU5F3* was lost only in eutherians [16]. Despite significant progress toward understanding morphological and transcriptional changes during early development in metatherians, including results from a recent single-cell RNA sequencing study [19], metatherian pluripotency architecture remains poorly understood. Due to the topographical differences between eutherian and metatherian blastocysts and many unknowns, nobody has succeeded in developing embryonic stem cells (ESCs) from any marsupial species. However, a successful iPSC reprogramming was reported from an Australian marsupial, the Tasmanian devil (*Sarcophilus harrisii*) [18].

To overcome these technological challenges to better understanding metatherian pluripotency and facilitating comparative biology and biomedically oriented research, we have developed integration-free induced pluripotent stem cells (iPSCs) from two fully inbred strains of the gray short-tailed opossum (*Monodelphis domestica*), the most widely used laboratory-bred research metatherian in the world. We performed deep RNA sequencing (RNASeq) of the validated *M. domestica* iPSCs (monoiPSCs) and conducted a comparative analysis with previously published transcriptomes of *M. domestica* embryonic and tissue-specific cell types. This is the first report of integration-free iPSC reprogramming from any metatherian species.

## 2. Results

### 2.1. monoiPSC Reprogramming and Validation

To develop monoiPSC lines, neonatal skin fibroblast (neoSF) cultures from 10-day-old female pups from two fully inbred strains, FD2M1 (*F* = 0.997) and LSD1 (*F =* 0.995) [20] were established. While in log growth phase, cells were nucleofected with each of the purified OriP/EBNA episomal plasmids, pCE-hOCT3/4, pCE-hUL, pCE-hSK, pCXLE-hMLN, pCE-mp53DD, and pCXB-EBNA1, encoding human reprogramming factors *OCT4*, *SOX2*, *NANOG*, *KLF4*, *LIN28* and *cMYC* [21,22]. We routinely reprogram human somatic cells into iPSCs without exogenous expression of *NANOG*; however, its exogenous expression was essential for successful reprogramming of monoiPSCs. The nucleofected cells were seeded on human embryonic stem cell (hESC)-qualified Matrigel Matrix (Corning)-coated six-well cell culture plates, allowed to recover in *Monodelphis* fibroblast growth medium (MFGM) for 18–24 h, and then transitioned into commercially available TeSR-E7 medium for reprogramming (Stem Cell Technologies Inc., Cambridge, MA, USA). From day 4 to day 6, when clusters of epithelial-like cells with large nuclei started to appear (Figure 1a), the reprogramming medium was replaced with feeder-free iPSC medium (FF-iPSC-M). It is important to note that extended culture in reprogramming medium results in apoptosis of the reprogrammed cells and may result in unsuccessful reprogramming. From day 14 to day 16, iPSC colonies with compact and flat colony morphology, and cells with high nucleus-to-cytoplasm ratio, were picked and expanded in feeder-free conditions in FF-iPSCM (Figure 1a,b). 

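RNA of neonatal skin fibroblasts (neoSFs), the parental cells, and of the reprogrammed iPSCs (monoiPSCs) was sequenced for both opossum strains, FD2M1 and LSD1. There were 2 neoSF libraries, 1 per strain, and 4 monoiPSC libraries, which are the FD2M1 line and the LSD1 line at passage 15 and passage 25. The paper counts these 4 libraries as clones, and here they are called libraries, because each line contributed 2 passages. The neoSF libraries were read as 50 bp single-end reads in-house and the monoiPSC libraries as 150 bp paired-end reads by a sequencing service. The sequencing platform therefore separates the libraries exactly as the cell type does, and the effects of the platform and of the cell type on a gene cannot be told apart. The authors aligned the reads to MonDom5, counted them on RefSeq genes with StrandNGS and deposited raw counts and log2 values after DESeq normalization for 35665 genes. The total count was 14278794 in the FD2M1 neoSFs and 16982978 in the LSD1 neoSFs. In the monoiPSCs it was 31839325 for FD2M1 at passage 15, 28684754 for FD2M1 at passage 25, 32760646 for LSD1 at passage 15 and 35564261 for LSD1 at passage 25. These totals were between 58.4% and 68.6% of the reads that the paper states for each library. Of the deposited counts above 0, 87.1% were not whole numbers, so the counts were rounded before testing. In the neoSFs, 14.2% and 14.6% of the counts lay on the 10 most abundant genes of each library, against 3.81% to 4.34% in the monoiPSCs, which makes the comparison of the groups sensitive to the scaling of the libraries. A count of 3 corresponds to a normalized read count (NRC) of 5.85 in the FD2M1 neoSFs, 4.75 in the LSD1 neoSFs and 1.55 to 1.88 in the monoiPSCs, and a group with no library above 3 counts was treated as being at the detection floor. Counting intervals and floors cover counting error only, because PCR copies are not independent molecules. Genes with an NRC of at least 20 in both neoSF libraries or in all 4 monoiPSC libraries were tested with edgeR's quasi-likelihood test on TMM-scaled counts. A gene was called differentially expressed (DE) at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2, which are the thresholds of the paper's methods.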

The established iPSC clones from both strains were analyzed by immunocytochemistry (ICC) and genome-wide RNA sequencing at passage 15 and passage 25, and showed robust expression and expected cellular localization of the pluripotency markers (Figure 1c,d).

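Of the pluripotency genes of Figure 1d, POU5F1, SOX2, LIN28A and NANOG were at the detection floor in neoSFs. POU5F1 (gene 103096338, chromosome 2 of MonDom5) had 1 count in the FD2M1 neoSFs and 0 in the LSD1 neoSFs, and an NRC of 243 ± 38.3 (SD, n = 4) in the monoiPSCs. With neoSFs at the floor of 3 counts, POU5F1 was at least 44.5-fold higher in the monoiPSCs on TMM-scaled counts and at least 41.5-fold on the NRC scale. The other limits are given on TMM-scaled counts, and for SOX2 the limit on the NRC scale was 575-fold. SOX2 (gene 100014523, chromosome 7) was at least 617-fold higher, with 2 counts in each neoSF library and an NRC of 3364 ± 591 (SD, n = 4) in the monoiPSCs. LIN28A (gene 100012320, chromosome 4) was at least 695-fold higher and reached an NRC of 3789 ± 1490 (SD, n = 4). NANOG (gene 100013584, chromosome 8) was at least 163-fold higher, from 2 and 0 counts in neoSFs. The adjusted p of these 4 genes lay between 7.81e-06 for SOX2 and 0.000485 for NANOG (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LIN28B (gene 100028142, chromosome 2) had 8 counts in the FD2M1 neoSFs and 0 in the LSD1 neoSFs, so its log2 fold change of 7.61 (standard error 1.04, adjusted p = 0.000647 from the same test) became 14.03 without the FD2M1 neoSF library and 6.50 without the LSD1 neoSF library. PODXL (gene 103103340, chromosome 8) was measurable in both groups. Its NRC was 22.4 ± 11.1 (SD, n = 2) in neoSFs and 546 ± 144 (SD, n = 4) in monoiPSCs, a log2 fold change of 4.70 (standard error 0.45, adjusted p = 0.000132 from the same test). For each of these 6 genes every monoiPSC library lay above both neoSF libraries (exact permutation test, two-sided p = 0.0667, the smallest p that 4 libraries against 2 allow). This test, here and below, takes the 2 passages of a line as separate libraries, although they are not independent lines. With passages summed per line, the adjusted p of the 6 genes lay between 0.000767 for SOX2 and 0.00453 for LIN28B (edgeR's quasi-likelihood test). The paper's results name 20 genes as measured in neoSFs or monoiPSCs that could be tested. Of these, 17 were DE over all genes tested, and 17 were also past both thresholds with p adjusted over the list alone.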

The repertoire of endogenously expressed *M. domestica* pluripotency genes showed significant upregulation in reprogrammed iPSCs, with the exceptions of *POU5F3* and *KLF4*, which are both robustly expressed in *M. domestica* neoSFs (Figure 1d). 

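POU5F3 (LOC100022539, chromosome 1 of MonDom5) is a paralog of POU5F1 whose splice variants are summed in the deposited gene counts. Its NRC was 2099 in the FD2M1 neoSFs and 1188 in the LSD1 neoSFs. In the monoiPSCs it was 2459 and 2522 for FD2M1 at passages 15 and 25, and 2806 and 2793 for LSD1. The log2 fold change of 0.78 (standard error 0.23, adjusted p = 0.0201 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was past the p threshold and under the 2-fold threshold, so POU5F3 was not a DE gene. Across the alternatives the adjusted p ranged from 0.0102 to 0.0925. The change depended on the neoSF library used as reference, with a log2 fold change of 0.44 against the FD2M1 neoSFs alone and 1.24 against the LSD1 neoSFs alone.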

*POU5F3* was robustly expressed in monoiPSCs as well; however, its expression did not change significantly during reprogramming. As reported previously [16] and discussed in the next section, expression of the *POU5F3* splice variant (XM_016427856.1), which encodes the full-length protein, seems to regulate pluripotency functions. This specific splice variant was significantly upregulated in monoiPSCs. Interestingly, *KLF2 and KLF4* were both stably expressed in all monoiPSC clones; however, their expression was significantly downregulated from the levels in neoSFs. 

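KLF4 (gene 100022159, chromosome 6 of MonDom5) had an NRC of 1797 ± 230 (SD, n = 2) in neoSFs and 60.2 ± 14.0 (SD, n = 4) in monoiPSCs. Its log2 fold change was -4.81 (standard error 0.24, adjusted p = 1.51e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KLF2 (gene 100014710, chromosome 3) had an NRC of 3753 ± 160 (SD, n = 2) in neoSFs and 88.9 ± 16.8 (SD, n = 4) in monoiPSCs, a log2 fold change of -5.30 (standard error 0.20, adjusted p = 7.81e-06 from the same test). The lowest NRC in a monoiPSC library was 43.2 for KLF4 and 66.0 for KLF2, both in FD2M1 at passage 15, so both genes stayed above an NRC of 20 in all 4 libraries. The difference from neoSFs was many times the spread between libraries in either group, and the log2 fold change of KLF2 stayed between -5.39 and -5.19 when each library was left out in turn.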

*KLF* genes play an important role in eutherian pluripotency. In eutherians, *POU5F1* (*OCT4*) primarily induces *KLF2*, while the leukemia inhibitory factor (LIF)/STAT3 pathway selectively upregulates *KLF4*. Overexpression of either *KLF2* or *KLF4* reduces LIF dependency in eutherian embryonic stem cells (ESCs) and iPSCs [23]. The low expression of *KLF2* and *KLF4* plausibly explains the high LIF dependency observed in metatherian iPSCs. The iPSC cultures from the opossum and Tasmanian devil (*Sarcophilus harrisii*), the only two metatherian species from which reprogrammed iPSCs have been reported, are LIF-dependent [18]. Among the nucleofected human reprogramming transcription factors, nominal expression of *NANOG*, *LIN28* and *c-MYC* was detectable in one of the monoiPSC clones at passage 15, and become progressively silenced (likely due to the progressive depletion of the OriP/EBNA episomal plasmids) by passage 25 (Figure 1d). The monoiPSC clones established from both strains were successfully differentiated into cells of all the three germ layers, that is, Nestin- and PAX6-expressing neural progenitors (ectoderm), M-Cam- and Brachyury-expressing mesenchymal progenitors (mesoderm), and SOX17- and CXCR4-expressing definitive endodermal cells (endoderm), using directed differentiation in monolayer cultures (Figure 1e).

The monoiPSC clones of both strains at passage 15 and 25 were assessed for genomic integrity by e-karyotyping analysis of the genome-wide RNASeq data using CGH Explorer [24,25]. A sample with artificially generated chromosome 2 and 5 aneuploidies was used as positive control. Using the piecewise constant fit (PCF) algorithm implemented in CGH Explorer and a defined set of parameters detailed in the methods section, regional biases in gene expression were computed as a measure of structural aberrations. The results visualized using moving average plots showed that all tested monoiPSC clones had a stable karyotype that was devoid of any structural aberrations (Figure 1f).

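The moving averages were recomputed from the deposited log2 values of the 4 monoiPSC libraries. Of the 12252 genes expressed in monoiPSCs, 11868 had a position in the annotation of the mMonDom1.pri assembly, which was used only for the order of genes because it is another assembly than MonDom5. The median of the 4 libraries was subtracted from each gene and the 10% most variable genes were removed, which left 10681 genes. Over windows of 200 genes, the largest absolute moving average was 0.10 on the log2 scale in FD2M1 at passage 15, 0.11 in LSD1 at passage 15, 0.10 in FD2M1 at passage 25 and 0.12 in LSD1 at passage 25. These peaks lay on chromosomes 7, 3, 4 and 4 of mMonDom1.pri. None of the 8888 windows of any library reached 0.25, the least allowed deviation of the paper's PCF settings. For comparison, the expression of 1 whole chromosome was raised 1.5-fold in 1 library, and this was repeated for each of 9 chromosomes and each library, 36 simulations in all. The largest absolute moving average on the raised chromosome then lay between 0.399 and 0.544. A gain shared by all 4 libraries is removed with the median and cannot be seen in this way. A gain carried by both passages of 1 line also enters the median. Neither such a gain nor a gain of part of a chromosome was simulated, so the comparison does not cover them. The baseline moved the result most. Against the neoSFs in place of the median of the monoiPSCs the largest value was 0.53, which also holds the differences between the cell types. From the moving averages in Figure 1f the paper concludes that the monoiPSCs had a stable karyotype.

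**Figure D1:**
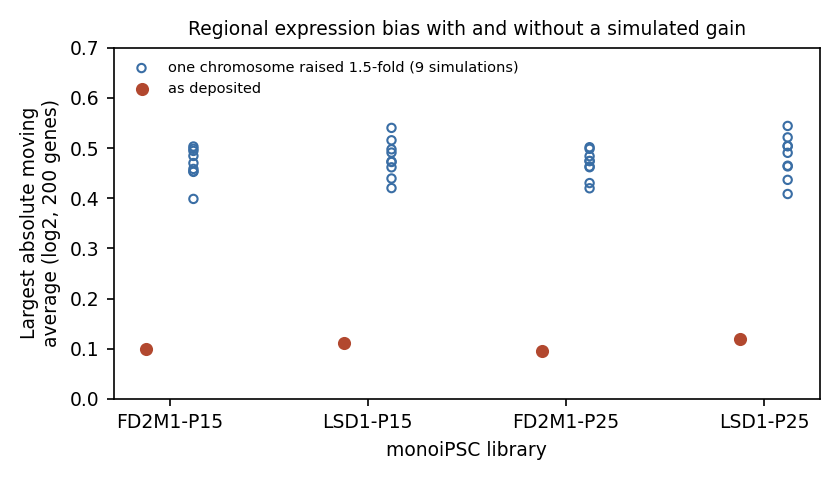
Largest absolute moving average of relative expression (log2, windows of 200 genes) in each of the 4 monoiPSC libraries. Filled points are the libraries as deposited, all at or below 0.12, and open points are the 9 simulations per library in which the expression of 1 chromosome was raised 1.5-fold, the lowest at 0.399.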

### 2.2. Transcriptomic and Functional Architecture of monoiPSC

The *M. domestica* skin fibroblasts and iPSCs-expressed transcriptomes (genes with a normalized read count (NRC) ≥ 20 in all samples) comprised 12,284 and 12,256 genes, respectively, and showed an overlap of about 80%. 

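From the deposited log2 values, 11799 genes had an NRC of at least 20 in both neoSF libraries and 12252 in all 4 monoiPSC libraries. Both groups expressed 10979 of these genes, which is 84.0% of the 13072 genes expressed in either group. Only 820 genes were specific to neoSFs by this definition and 1273 to monoiPSCs. The overlap moved most when a raw count of 20 was required in place of a normalized one, to 80.9%. The raw count favours the deeper monoiPSC libraries and gave 11166 genes in neoSFs and 12896 in monoiPSCs.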

The average correlation coefficient between four monoiPSC clones calculated based on their expressed transcriptomes (*r*^2^ at 95% CI = 0.973 ± 0.007) suggests highly concordant and reproducible transcriptomic architecture of the established monoiPSCs (Figure 2a). 

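Over the 13072 genes expressed in either group, the squared Pearson correlation of the log2 values was 0.938 ± 0.017 (SD over the 6 pairs of the 4 monoiPSC libraries). It is a correlation across genes, and genes are not independent replicates. The highest value, 0.954, was found between passages 15 and 25 of FD2M1 and the lowest, 0.907, between FD2M1 at passage 15 and LSD1 at passage 25. Between passages of LSD1 it was 0.936. The neoSF libraries of the different strains gave 0.905, and the pairs of a neoSF and a monoiPSC library lay between 0.311 and 0.362. The choice of genes moved the mean most. Over all 35665 genes, most of which are at 0 or low in both libraries of a pair, it was 0.983.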

Genome-wide differential gene expression analysis of the neoSF and their reprogrammed monoiPSCs identified 6181 genes that were significantly (moderated *t* statistics FDR-corrected *p*-value ≤ 0.05 and fold change-absolute (FC-abs) ≥ 2.0) differentially expressed (DE) (Figure 2b; Supplementary Table S1). 

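In the 13072 genes tested, 6000 were DE between the 2 neoSF and the 4 monoiPSC libraries, of which 3176 were higher and 2824 lower in monoiPSCs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The total changed little with the test and the scaling, while the split into higher and lower genes followed the scaling. With RLE scaling there were 3045 higher and 2928 lower genes, and with DESeq2 3135 and 2947. With limma's moderated statistic on the deposited log2 values, which is the kind of test the paper's methods name, there were 3005 and 3021. On simulated counts with 200 changed genes, the edgeR fit recovered 187 of them and called 5 of the unchanged genes. The simulated groups shared an expression profile, and their spread was taken from the monoiPSC libraries. The simulation therefore does not test the scaling between the groups or the spread between neoSF libraries. Without an expression filter, 17674 genes were tested and 6780 were DE. The groups did not overlap in 9564 of the tested genes, which is far more than the 13.3% of genes that chance gives for 4 libraries against 2.

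**Figure D2:**
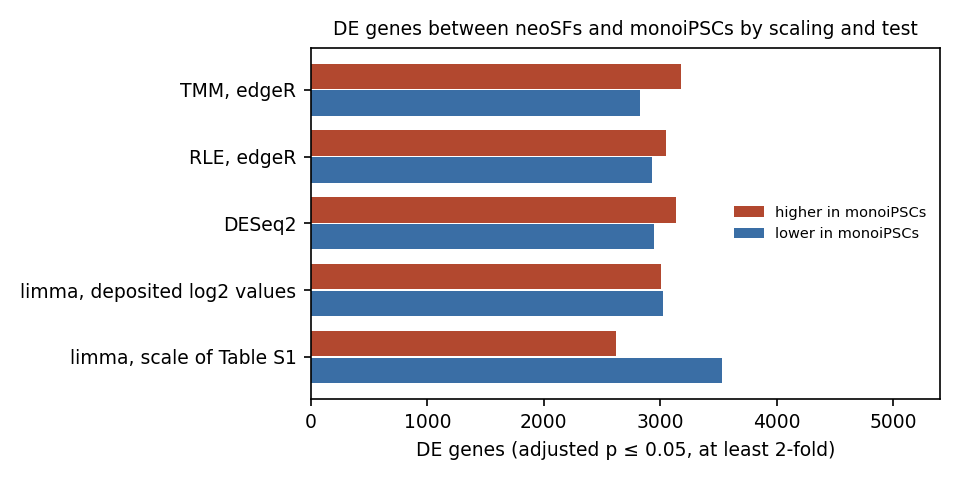
Number of DE genes higher (upper bar of each pair) and lower (lower bar) in monoiPSCs than in neoSFs under 5 choices of scaling and test. With TMM scaling 3176 genes were higher and 2824 lower, and with values shifted to the scale of Supplementary Table S1, a choice made after the data were examined, 2620 were higher and 3526 lower.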

The DE transcriptome accounted for nearly 42% of the neoSF-expressed transcriptome and 41% of the monoiPSC-expressed transcriptome. 

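Of the 11799 genes expressed in neoSFs, 4893 were DE, which is 41.5%. Of the 12252 genes expressed in monoiPSCs, 5344 were DE, which is 43.6%. The remaining DE genes were expressed in a single group, with 1107 higher genes not expressed in neoSFs and 656 lower genes not expressed in monoiPSCs. DE genes expressed in both groups numbered 4237.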

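A principal component analysis of the log2 values of the 6000 DE genes, centred per gene, placed 92.5% of the variance on the first component and 3.15% on the second. The first component separated the neoSF libraries, at scores of -180.2 and -185.0, from the monoiPSC libraries, at 87.5 to 96.2. The second component separated the neoSF libraries of FD2M1 and LSD1. Because the DE genes were selected for a difference between the same groups, a large first component follows in part from the selection. Over all 13072 expressed genes it held 88.8% of the variance.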

About 93% of the observed variance in the DE genes was due to cellular transitions that occurred during the reprogramming of neoSFs into monoiPSCs (Figure 2c). These results suggest a large but highly concordant resetting of the cellular transcriptome, as is also observed in eutherian iPSC reprogramming [26]. 

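The change was in the same direction in both strains for nearly all DE genes. Of the 6000 DE genes, 5983 had the same sign in all 4 monoiPSC libraries when each was compared with the neoSF library of its own strain. DE genes were selected for a difference across the same libraries, so this follows in part from the selection. Of all 13072 genes tested, 10396 had the same sign, which is 79.5%. Both passages of a line were compared with the same neoSF library, so the 4 signs are not independent. The share of genes expected without a change was not computed for these counts. Within the monoiPSCs, 0 of 12252 genes differed between passage 25 and passage 15 with strain as a covariate, and 0 differed between LSD1 and FD2M1 with passage as a covariate (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 1145 genes for passage and 1736 for strain, both above the share of 0.05 that no difference would give. These fits estimate passage and strain together from 4 libraries, which leaves little information on the spread. A count of 0 therefore does not show that passages or strains are alike. DESeq2 called 119 genes for passage and 191 for strain on the same libraries. From the size of the DE transcriptome and the share of variance on the first component, the paper proposes that reprogramming resets the transcriptome widely and concordantly. Its abstract also describes the resetting as uniform from a squared correlation of 0.973 between monoiPSCs, where 0.938 was found here.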

The 2474 genes that were significantly upregulated in monoiPSCs showed significant enrichment in gene ontology (GO) processes, and cellular and molecular functions (Figure 2d) that were highly similar to eutherian ESC and iPSC functional profiles. Additionally, the monoiPSC-upregulated transcriptome showed highly significant enrichment in pluripotent stem cell (*p*-value = 8.4 × 10^−35^) and epiblast cell (*p*-value = 8.2 × 10^−19^) gene sets in the PanglaoDB database, which is a single-cell RNASeq database of mouse and human cells [27]; as well as in the mouse gene atlas of embryonic stem cell lines -V26 2p16 and -Bruce4 p13 9 (*p*-values = 2.1 × 10^−05^ and 4.0 × 10^−05^, respectively) (Figure 2f). 

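Among the higher genes with a gene name and a mean NRC of at least 100 in monoiPSCs, those with the largest fitted change were CECR2, RFX4, CALCB, GAL and ELAVL3, all with 0 counts in both neoSF libraries. Against the floor of 3 counts they were at least 269-fold, 154-fold, 126-fold, 115-fold and 105-fold higher in monoiPSCs. The NRC of CECR2 (gene 100021731, chromosome 8 of MonDom5) was 1463 ± 305 (SD, n = 4) in monoiPSCs. That of CALCB (gene 100029093, chromosome 5) ranged from 370.2 in LSD1 at passage 15 to 1259 in LSD1 at passage 25. The gene ontology sets of the paper were not used here. In their place, the 93 of 97 S phase and G2/M phase genes of Seurat's cell cycle list that were found in the files were tested as a set. Of these, 91 were higher in monoiPSCs and 84 were DE and higher, with a median log2 fold change of 2.75. The set lay 2.68 above the median of the other genes (camera, adjusted p = 8.47e-30 over 5 sets). With the inter-gene correlation estimated from the data, at 0.33 for this set, the adjusted p was 0.116, while fry gave 0.000208. Over all alternatives it ranged from 1.34e-37 to 0.116.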

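Among the lower genes with a gene name and a mean NRC of at least 100 in neoSFs, those with the largest fitted change were ACTA2, COL6A3, DLX3, IGSF10 and OSR1. ACTA2 (gene 100012397, chromosome 1 of MonDom5) had an NRC of 48570 and 96300 in the neoSF libraries and at most 5.02 in a monoiPSC library. COL6A3 (gene 100017951, chromosome 2) had 66160 and 33470 in the neoSF libraries and at most 4.12 in a monoiPSC library. Their log2 fold changes were -15.47 (standard error 0.84, adjusted p = 1.72e-05) and -14.96 (standard error 0.77, adjusted p = 1.53e-05, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The values rest on 8 counts in 1 library each. Without FD2M1 at passage 25 the log2 fold change of ACTA2 was -17.21, and without LSD1 at passage 25 that of COL6A3 was -16.60. DLX3, IGSF10 and OSR1 had 0 counts in all 4 monoiPSC libraries and were at least 474-fold, 337-fold and 334-fold lower, taking each count as 1 sequenced fragment.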

The 3707 genes that were significantly downregulated during the reprogramming of neoSFs to monoiPSCs showed significant enrichment in skin-fibroblast-related cellular and molecular functions (Figure 2e). 

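The PanglaoDB sets were not used here, and a list of 40 fibroblast genes written before the data were examined was tested instead. Of these genes, 36 were found in the files and 35 could be tested. There were 32 lower and 3 higher genes in monoiPSCs, of which 29 were DE and lower and 1 was DE and higher. The median log2 fold change was -5.54. The mean log2 value of the list was 13.98 ± 0.19 (SD, n = 2) in neoSFs and 8.38 ± 0.19 (SD, n = 4) in monoiPSCs (exact permutation test, two-sided p = 0.0667, the smallest p that 4 libraries against 2 allow). Relative to the other genes the list fell by 5.63 on the log2 scale (camera, adjusted p = 8.86e-27), and it was called with an estimated inter-gene correlation (adjusted p = 0.00155) and by fry (adjusted p = 5.8e-06) as well. Over all alternatives the adjusted p ranged from 1.29e-35 to 0.00155.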

In PanglaoDB database [27] gene set enrichment analysis, the downregulated genes showed highly significant (the top) enrichment in the fibroblast gene set (*p*-value = 6.8 × 10^−34^), with an overlap of about 54% of genes.

### 2.3. POU5F1 and POU5F3 Synergistically Regulate Metatherian Pluripotency

As discussed in the introduction, *POU5F1* and *POU5F3* have both been conserved in marsupials; their continued presence over a long stretch of evolutionary history suggests that they likely have a role in marsupial pluripotency [16,18]. However, their expression patterns during embryonic development, as well as in adult tissues, remains intriguing [16,18,19]. To better understand the role *POU5F1* and *POU5F3* have in marsupial pluripotency, we examined the expression of *POU5F1*, and *POU5F3* and its splice variants in multiple *M. domestica* cell lineages during embryonic development and organ development, and in reprogrammed monoiPSCs, using data generated in this study and previously published data [19,28]. *POU5F3* was robustly expressed across all cell lineages examined, including embryonic cells and during brain, heart, liver, and gonad development, as well as in adult tissues, but not in TE where it was downregulated manyfold (Figure 3b). Notably, all *POU5F3* splice variants showed significant downregulation in TE, whereas splice-variant-specific expressions were observed in other cell/tissue types (Figure 3a,b). As mentioned above, splice variant XM_016427856.1, which encodes the full length *POU5F3* protein, was dominantly expressed in embryonic pre-lineage cells (PreLn) at embryonic day 3.5 (E3.5) and E4.5, in EPI (E7.5), in hypoblast (E6.5–7.5), and in reprogrammed iPSCs, and showed significant upregulation coinciding with embryonic genome activation around embryonic day 3.5 (E3.5) [19]. Interestingly, both *POU5F1* and XM_016427856.1 were nominally expressed in adult ovary; however, *POU5F1* expression significantly increased in PreLn-E1.5, suggesting the possibility that increased expression of *POU5F1* regulates the activation of the embryonic pluripotency network. The upregulated expression of XM_016427856.1 was restricted to the PreLn-E3.5-E4.5, EPI and hypoblast cells and to monoiPSCs, and was highly concordant with the expression of *SOX2* (Figure 3c). Unlike *POU* and *SOX2* transcription factors, high expression of *NANOG* was restricted to EPI (E7.5) and to reprogrammed monoiPSCs (*NANOG* was also expressed in hypoblast but showed significant downregulation compared to EPI), suggesting an EPI-like core pluripotency gene repertoire of monoiPSCs. Furthermore, continued expression of *POU5F1* in TE and significant downregulation of other core pluripotency transcription factors may suggest an alternate regulatory mechanism of the *POU5F1* function in these cells, probably the interaction of *POU5F1* and *CDX2* and/or exclusion of *POU5F1* from the nuclei [15,16]. 

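Embryonic cells were not analysed here. In the monoiPSCs the NRC of NANOG was 279.9 in FD2M1 and 857.6 in LSD1 at passage 15, and 962.2 in FD2M1 and 1456 in LSD1 at passage 25. In each line it was higher at passage 25 than at passage 15. The log2 fold change between the passages, with strain as a covariate, was 1.25 (edgeR's quasi-likelihood test, unadjusted p = 0.00387, Benjamini-Hochberg adjusted p = 0.297). NANOG was called with DESeq2, at a log2 fold change of 1.26, and the adjusted p over the alternatives ranged from 0.00432 to 0.926. In neoSFs the NRC of NANOG was 3.90 and 0.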

During our reprogramming work, we identified some partially reprogrammed clones, which stably self-renewed in monoiPSC culture conditions and expressed POU5F1, SOX2 and NANOG proteins. However, unlike fully reprogrammed monoiPSCs, POU5F1 in these clones was localized to the cytoplasm (Figure 3d). These clones could differentiate into SOX17- and CXCR4-expressing endodermal cells with limited efficiency, but lacked the potential to differentiate into ectodermal and mesodermal lineages (Figure 3e), supporting an alternate regulatory mechanism of *POU5F1* function. Furthermore, these clones also established that *POU5F1* expression and its nuclear localization are essential for *M*. *domestica* pluripotency.

The high expression of *POU5F3* in other tissues (Figure 3b) showed a significantly different splice variant repertoire from that in pluripotent cells. While splice variant XM_016427856.1 was highly expressed in pluripotent cells and showed significant downregulation in other tissues, splice variant XM_016427857.1, which has a truncated exon 1, was upregulated and more or less compensated for the downregulated XM_016427856.1 expression in brain, heart, and liver tissues. In the neoSFs, however, splice variant XM_007475408.1, in which exon 4 and thus the part of DNA-binding POU domain is omitted, was dominantly expressed. What functions, counter-regulatory to each other or otherwise, these variants may play in these tissues, need further investigation, which can be facilitated by the generated monoiPSCs and their directed differentiation into different tissue types.

### 2.4. The monoiPSC Embryonic Lineage Marker Repertoire Is Akin to That of EPI

After having established that reprogrammed monoiPSCs have a core pluripotency gene repertoire similar to that of EPI, we examined the embryonic lineage-specific markers. Only single-cell RNASeq data was available for the EPI, hypoblast, and TE cell lineages. Because the total number of detected genes by single-cell RNASeq differs significantly from bulk RNASeq, transcriptome-wide comparisons were not feasible. Therefore, we focused this comparative analysis only on lineage-specific gene sets that were identified in a previous study [19], and that were annotated in the MonDom5 RefSeq genome assembly (Supplementary Table S2a–c). 

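The lineage-specific genes of Supplementary Table S2a-c were compared between neoSFs and monoiPSCs, and the embryonic cells were not analysed here. All 408 EPI, 177 hypoblast and 273 TE genes were found in the files, and 397, 157 and 240 of them could be tested. The mean log2 value of the EPI genes was 9.48 ± 0.10 (SD, n = 2) in neoSFs and 10.51 ± 0.07 (SD, n = 4) in monoiPSCs. That of the TE genes was 8.79 ± 0.07 and 9.03 ± 0.10. In both sets every monoiPSC library lay above both neoSF libraries (exact permutation test, two-sided p = 0.0667, the smallest p that 4 libraries against 2 allow). The hypoblast genes did not separate the groups, at 9.73 ± 0.03 in neoSFs and 9.66 ± 0.07 in monoiPSCs (exact permutation test, two-sided p = 0.333). These means depend on the scaling of the libraries. On the scale of Supplementary Table S1, an alternative chosen after the data were examined, the hypoblast mean was 9.39 in neoSFs and 9.13 in monoiPSCs, with all 4 monoiPSC libraries below both neoSF libraries, and the TE mean was 8.46 and 8.51, with overlapping libraries (exact permutation test, two-sided p = 0.667). Of the EPI genes tested, 306 were higher in monoiPSCs, 183 were DE and higher and 35 were DE and lower. Of the hypoblast genes, 37 were DE and higher and 53 DE and lower, and of the TE genes 74 and 52. Relative to the median of the other genes, the EPI set was higher by 0.84 on the log2 scale (camera, adjusted p = 8.53e-08). The hypoblast set fell by 0.35 (adjusted p = 0.166) and the TE set differed by 0.08 (adjusted p = 0.665, both from camera), so neither was separated from the other genes. The EPI call relative to the other genes did not hold with an estimated inter-gene correlation of 0.06 (camera, adjusted p = 0.128). The EPI set was called by fry (adjusted p = 0.000208), which tests the set's own genes and does not compare them with the others. Over all alternatives the adjusted p of the EPI set ranged from 6.5e-09 to 0.128. The hypoblast set was called by fry (adjusted p = 0.0037), with a range of 0.0037 to 0.432, and the range for the TE set was 0.159 to 0.799. The absence of an expression filter moved the EPI difference most, to 0.68. The TE difference was 0.04 without the FD2M1 neoSF library, 0.13 without FD2M1 at passage 15 and 0.05 without LSD1 at passage 25. The median log2 fold changes of 0.90, -0.27 and 0.17 for the EPI, hypoblast and TE sets were the same with genes at the floor placed at their limits.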

The expression profiles of these 408 EPI-, 177 hypoblast- and 273 TE-lineage-specific genes in pre-lineage (PreLn) -E3.5 and -E4.5, EPI-E7.5, hypoblast-E6.5-7.5, TE-E7.5, neoSF and monoiPS cells showed that reprogrammed monoiPSCs were akin to EPI (Figure 4a). To further evaluate these lineage-specific gene expression patterns in reprogrammed monoiPSCs, we focused on the key lineage-specific markers. The monoiPSCs showed an expression profile of key EPI markers (*POU5F1*, *POU5F3*, *NANOG*, *LIN28*, *PDGFA*, *PRDM14 and DNMT3A/B*) that was highly similar to that of EPI (Figure 4b). 

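Of the EPI markers not described above, PRDM14 (gene 100028758, chromosome 3 of MonDom5) had 1 and 2 counts in neoSFs and an NRC of 1086 ± 255 (SD, n = 4) in monoiPSCs, at least 199-fold higher. DNMT3A (gene 100030681, chromosome 1) had an NRC of 419 ± 86.2 (SD, n = 2) in neoSFs and 2091 ± 182 (SD, n = 4) in monoiPSCs, a log2 fold change of 2.42 (standard error 0.19, adjusted p = 6.07e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DNMT3B (gene 100009884, chromosome 1) was less abundant, at 26.3 ± 14.3 (SD, n = 2) and 177 ± 21.7 (SD, n = 4), with a log2 fold change of 2.85 (standard error 0.42, adjusted p = 0.000935 from the same test). PDGFA (gene 100020951, chromosome 6) had an NRC of 2784 ± 740 (SD, n = 4) in monoiPSCs, and the neoSF libraries were at 2423 for FD2M1 and 7699 for LSD1. Its log2 fold change of -0.77 (standard error 0.43, adjusted p = 0.151 from the same test) was not distinguishable from the spread between libraries and became 0.30 without the LSD1 and -1.38 without the FD2M1 neoSF library.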

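Among the hypoblast markers, GATA4 (gene 100032686, chromosome 1 of MonDom5) had 0 counts in all 6 libraries. APOA2 (gene 100029001, chromosome 2) had 0 counts in the 4 monoiPSC libraries and 1 count in the LSD1 neoSFs. With 0 counts in a library, an expected count of up to 3 cannot be excluded. Some genes with values in Supplementary Table S1 were also at 0 in all 6 deposited libraries, so a gene at 0 in every library, such as GATA4, was not distinguished from a gene left out of the counts. GATA6 (gene 100011108, chromosome 3) had NRCs of 2.53 and 4.21 in FD2M1 and LSD1 at passage 15 and 28.3 and 17.0 at passage 25, so FD2M1 at passage 25 was the 1 of 4 monoiPSC libraries above 20. In neoSFs GATA6 was at 419.5 and 1079, and its log2 fold change was -5.77 (standard error 0.85, adjusted p = 0.000938 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).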

The expression of hypoblast/PreE marker genes (*GATA4*, *GATA6* and *APOA2*) was below the expression threshold of NRC ≥ 20 in monoiPSCs. The hypoblast lineage marker *GATA1* was expressed in monoiPSCs; however, its expression was significantly lower than in hypoblast cells (Figure 4c). 

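GATA1 (LOC100019065, X chromosome of MonDom5) had an NRC of 389 ± 139 (SD, n = 4) in monoiPSCs, between 202.9 in FD2M1 at passage 15 and 538.6 in FD2M1 at passage 25. In neoSFs it was 74.4 ± 17.2 (SD, n = 2). The log2 fold change between neoSFs and monoiPSCs was 2.50 (standard error 0.44, adjusted p = 0.00216 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hypoblast cells were not analysed here.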

The TE lineage markers *GATA2*, *PTGES and KRT19* were nominally expressed in monoiPSCs and were significantly downregulated as compared to TE cells at E7.5. 

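In the monoiPSCs, GATA2 (gene 100017255, chromosome 6 of MonDom5) had NRCs of 89.2 and 16.8 in FD2M1 and LSD1 at passage 15 and 38.9 and 18.5 at passage 25, so 2 of 4 libraries were above 20. PTGES (gene 100015030, chromosome 1) was at 44.3 ± 5.43 (SD, n = 4). Both were lower than in neoSFs, with log2 fold changes of -3.36 for GATA2 (standard error 0.67, adjusted p = 0.00363) and -3.42 for PTGES (standard error 0.31, adjusted p = 0.000117, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KRT19 (LOC100013604, chromosome 2) had an NRC of 149.1 and 119.7 in FD2M1 and LSD1 at passage 15, 373.5 and 526.8 at passage 25, and 117 ± 26.6 (SD, n = 2) in neoSFs. Its log2 fold change against neoSFs was 1.42 (standard error 0.65, adjusted p = 0.0937 from the same test) and was not called. Over all alternatives the adjusted p ranged from 0.00879 to 0.549. KRT19 was called with DESeq2 (log2 fold change 1.38), with the passages of each line summed (1.40), without LSD1 at passage 15 (1.68) and at passage 25 alone (2.04), while at passage 15 alone the log2 fold change was 0.29. TE cells were not analysed here.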

*TEAD4* and *CDX2*, but were expressed in monoiPSCs (Figure 4d). 

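TEAD4 (gene 100020113, chromosome 8 of MonDom5) had an NRC of 1023 ± 80.8 (SD, n = 2) in neoSFs and 2081 ± 401 (SD, n = 4) in monoiPSCs, a log2 fold change of 1.12 (standard error 0.21, adjusted p = 0.00261 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was under 2-fold at passage 15 alone, at 0.88, and without the LSD1 library of passage 25, at 0.99. CDX2 (gene 100019885, chromosome 4) had 2 and 0 counts in neoSFs and NRCs of 3928 and 2662 in FD2M1 and LSD1 at passage 15 and 3991 and 1124 at passage 25. It was at least 537-fold higher in monoiPSCs (adjusted p = 0.000142 from the same test).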

In eutherians, *CDX2* acts downstream of *TEAD4* in TE development [29,30,31]. In opossum embryos, *POU5F1 (OCT4)*, *TEAD4* and *CDX2* proteins are co-expressed at nearly every stage; mutually exclusive localization of *POU5F1* and *CDX2* in the pluriblast and trophoblast, respectively, does not occur until well after opossum blastocyst expansion at ~ 256-cell stage, suggesting a complex interplay of *POU5F1* and *CDX2* expression and cellular localization in lineage specification [15]. Moreover, evidence suggests that *YAP1*-mediated activation of *CDX2* may play an important role in TE lineage specification [15]. Similar to embryonic pluriblast cells, the reprogrammed monoiPSCs show robust expression, as well as exclusively nuclear localization, of *POU5F1.*

Previous reports have shown that X-chromosome inactivation (XCI) occurs early in *M. domestica* embryogenesis and are maintained throughout embryogenesis in both non-EPI and EPI cells and into adulthood [19,32]. To assess the XCI status in reprogrammed monoiPSCs, we examined transcription of the genomic region within MonDom5 coordinates: chrX 35,605,415 to 35,651,609, which transcribe *RSX* precursor RNA. All established monoiPSC clones showed robust transcription in this region (Figure 4e), suggesting that the XCI is maintained in the reprogrammed monoiPSCs.

### 2.5. Transcriptional Architectures of monoiPSCs and Eutherian iPSCs Are Highly Similar

As discussed above, a significant resetting of the cellular transcriptome takes place during reprogramming of monoiPSCs. To better understand these changes and the transcriptomic architecture of marsupial pluripotency, we performed a transcriptome-wide comparison of monoiPSCs, and terminally differentiated skin fibroblasts, brain, heart, and liver tissue transcriptomes. Hierarchical clustering analysis of the monoiPSCs, skin fibroblasts, brain, heart, and liver expressed transcriptomes (16,333 genes having an NRC ≥ 20 in all samples of one or more cell type) shows that monoiPSCs retained a very limited transcriptional continuity from parental neoSF, and were significantly different from the terminally differentiated tissues (Euclidean distance (ED) of 665.44 with skin fibroblasts and 851.76 with all other tissues) (Figure 5a). To identify the monoiPSC gene set that plausibly constitutes the marsupial pluripotency architecture, we performed pair-wise differential gene expression analysis between monoiPSCs and the terminally differentiated tissues, including skin fibroblasts. A total of 5055 genes were significantly upregulated (moderated *t* statistics FDR-corrected *p*-value ≤ 0.05 and *FC* ≥ 2.0) in monoiPSCs as compared to one or more differentiated tissue/cell types: 2601 genes were significantly upregulated in monoiPSCs versus skin fibroblasts, 1773 genes versus brain tissue, 2592 genes versus heart tissue and 2969 genes versus liver tissue (Figure 5b; Supplementary Table S3a–d). These 5055 genes showed a highly significant enrichment (*p*-value = 1.2 × 10^−24^) and an overlap of 71.4% with the eutherian pluripotent stem cells gene set in the PanglaoDB database [27], suggesting a highly conserved pluripotency architecture between marsupials and eutherian mammals. *GO* term enrichment analysis also showed that the upregulated monoiPSC transcriptome has a functional profile similar to that of eutherian pluripotent stem cells (Figure 5c). The ChiP-X enrichment analysis (CHEA) [33] shows significant enrichment of the *MYC*, *POU5F1*, *SOX2*, *KLF4* and *NANOG* target genes in the identified 5055 gene set (Figure 5d). Overall, these results suggests that the pluripotency transcriptome of monoiPSCs is highly similar to that of eutherian iPSCs. 

## 3. Discussion

Here, we describe a transgene integration-free iPSC reprogramming method that we have developed for reprogramming *M. domestica* skin fibroblasts into iPSCs. We have established validated iPSC lines from two fully inbred strains and defined the transcriptomic landscape of the reprogrammed monoiPSCs to better understand the marsupial pluripotency architecture. A large but highly uniform resetting of the cellular transcriptome, similar to that which occurs in eutherian iPSC reprogramming, was observed [26]. The core pluripotency gene network and the functional profile of the generated monoiPSCs were highly similar to those of eutherian pluripotent cells (Figure 2). Within the embryonic lineages, monoiPSCs were similar to EPI as compared to PreLn, and lineage-committed hypoblast/PreE and TE cells (Figure 4a–d). The expression of pluripotency transcription factors *POU5F1*, *POU5F3* splice variant XM_016427856.1 and *SOX2* showed significant upregulation in PreLn cells at E3.5 and was highest in EPI, and also showed significant upregulation in monoiPSCs. Interestingly, *NANOG* expression, however, was more specific to EPI and monoiPSCs (Figure 3c). Furthermore, PreLn cells at E4.5 exhibited upregulated expression of lineage-specific markers (Figure 4b,c). These data suggest that the pluripotent state of *M. domestica* is highly similar to that of EPI. However, further comparative studies are necessary to identify the differences that may exist between monoiPSC and EPI cell states and to determine if a distinct naïve pluriblast population exists in marsupials [18,19]. Our data suggest a synergistic relationship between *POU5F1* and the *POU5F3* splice variant XM_016427856.1 in regulating the marsupial pluripotency gene network; a similar co-expression of *POU5F1*, *POU5F3*, *SOX2* and *NANOG* was reported in the iPSCs of the distantly related Tasmanian devil [18,34,35]. Plausibly *POU5F1*, the *POU5F3* splice variant XM_016427856.1 and *SOX2* form a self-regulatory pluripotency network similar to that of eutherians. However, *NANOG* expression that was specific to monoiPSCs and EPI, and high expression of *POU5F1* in TE, yet significant downregulation of all other pluripotency transcription factors suggest that the marsupial pluripotency network may have a distinct regulatory architecture than eutherians. The reprogramming methodology, monoiPSC lines, and data generated in this study will facilitate further investigations into some of these questions and will advance our understanding of mammalian pluripotency and its role in development and disease. 

*M. domestica* is the most widely used laboratory-bred research marsupial in the world and is the only marsupial that is available in large numbers for comparative biology and biomedical research [10]. The availability of monoiPSCs will significantly enhance the capability of exploiting the unique characteristics of this laboratory animal to better understand biological mechanisms involved in developmental and pathological processes [4,5,9,14,32,36,37], particularly since ESCs have not been established for *M. domestica* or any other marsupial species. Although the two monoiPSC lines that we developed from inbred strains are now available for research, the novel methods that we developed can be used to create integration-free iPSCs from any individual *M. domestica*. A potential practical application is the use of *M. domestica* in regenerative medicine research, such as stem cell therapy for the prevention or early-stage treatment of steatohepatitis, for which this species can serve as a unique model. Unlike mice, in which induction of non-alcoholic steatohepatitis (NASH) depends only on a homozygous mutant gene or on a diet containing extremely high levels of cholesterol (and usually with cholic acid), *M. domestica* resemble humans in that susceptibility to NASH is dependent on interaction of genotype and environment, specifically dietary cholesterol (without cholic acid) at a considerably lower level than required for the mouse model [36,38]. Another practical application, if our reprogramming methodology is successful with other marsupial species (as we expect it will be), is to apply it to research with endangered marsupial species. For example, iPSCs derived using a lentiviral vector from Tasmanian devils are being used in the development of a strategy to treat an infectious cancer which is threatening that species with extinction [18]. The use of integration-free iPSCs would reduce the risk of virus-induced insertional mutagenesis. It might also be practical to use integration-free iPSCs together with assisted reproductive technologies to increase the rate of captive propagation of those species via the generation of early-stage embryos from iPSCs. Already, blastocyst-like cells have been produced from human iPSCs [39]; however, significant technological hurdles are yet to be overcome. Overall, integration-free iPSCs that lack transgenes, some of which are oncogenic, are better suited for research and therapeutic applications.

In conclusion, the methodologies for creating integration-free iPSCs from marsupials, and the establishment of the first pluripotent stem cell lines from *M. domestica*, create a variety of new opportunities in fundamental research on mammalian pluripotency, regenerative medicine research involving stem cell therapies, and conservation research aimed at protecting endangered species.

## 4. Materials and Methods 

### 4.1. Data Reporting

No statistical methods were used to predetermine sample size. The experiments were not randomized, and investigators were not blinded to allocation during experiments and outcome assessment.

The study design specifically used female animals, keeping in view the future applications of the generated iPSC lines. For example, (1) iPSCs and iPSC-derived cells from females are not likely to be histo-incompatible when transplanted into male animals, whereas cells from males might be histo-incompatible when transplanted into female animals as a consequence of expression of a limited number of Y-linked genes; and (2) use of established iPSC lines in X-inactivation studies. Furthermore, our aim for this study was to develop an iPSC reprogramming methodology and established iPSC lines from this marsupial species to better understand marsupial pluripotency. Sex-specific differences do not significantly influence iPSC reprogramming or the overall pluripotency architecture, therefore were not considered in this study design.

### 4.2. Animal Maintenance and Sample Collection

The inbred strains from which the pups were harvested for this study were maintained under standard conditions [10] at The University of Texas Rio Grande Valley (UTRGV). All animal protocols used in this study were approved by the UTRGV’s Institutional Animal Care and Use Committee (IACUC). The breeders were maintained under IACUC-approved protocol AUP-19-31, and the pups were euthanized by decapitation under IACUC-approved protocol AUP-19-11. The bodies of the pups were then immersed and rinsed in 70% ethanol, and transferred in the ethanol to a biological safety cabinet. Skin on the back of the carcass was held away from the underlying muscle with a sterile forceps, and strips of skin were excised from beneath the forceps with a sterile scissors, and placed in MFGM.

### 4.3. Neonatal Skin Fibroblast Culture

Primary neoSF cultures from two fully inbred *M. domestica* strains, FD2M1 and LSD1 [20], were established using the methodology previously developed in our laboratory [40,41]. The established primary neoSF cultures were expanded for 3–4 passages in MFGM containing Iscove’s Modified Dulbecco’s Medium (IMDM), 16% fetal bovine serum (FBS), 0.5% insulin, transferrin, selenite supplement (ITS g supplement), 2 mM L-glutamine, 1X Antibiotic-Antimycotic solution (all from Gibco, ThermoFisher Scientific, Waltham, MA, USA) and 2 mM CaCl_2_ (Millipore Sigma, St. Louis, MO, USA).

### 4.4. monoiPSC Reprogramming

One million *M. domestica* neoSF cells in log growth phase were harvested and then nucleofected with 1 µg each of the purified OriP/EBNA episomal plasmids encoding human reprogramming factors *OCT4*, *SOX2*, *NANOG*, *KLF4*, *LIN28* and *cMYC* (all from Addgene, Watertown, MA, USA) [21,22], using Amaxa nucleofector technology on a 4D-Nucleofactor X Unit and the protocol (P2 primary cell nucleofector solution and DT130 program) we have optimized for *M. domestica* neoSF (Lonza, http://www.lonza.com/). The nucleofected neoSFs were seeded in human embryonic stem cell (hESC)-qualified Matrigel Matrix (Corning)-coated six-well cell culture plates in 2.0 mL MFGM per well. The cultures were incubated for 18–24 h undisturbed at 37 °C, 5% CO_2_ and atmospheric O_2_ and then transitioned into commercially available TeSR-E7 medium for reprogramming (Stem Cell Technologies Inc., Cambridge, MA, USA). When clusters of epithelial-like cells with large nuclei started to appear, usually around day 4–6 (Figure 1a), the reprogramming medium was replaced with FF-iPSC-M containing DMEM/F12, 1% N-2 supplement, 2% B-27 plus supplement, 2 mM GlutaMAX, 0.1 mM MEM NEAA, 10 mM HEPES buffer, 10 ng/mL human LIF, 50 ng/mL heat stable bFGF (all from Gibco, ThermoFisher Scientific, Waltham, MA, USA) and 0.25 µM Y27632 ROCK inhibitor, and 0.1 mM 2-mercaptoethanol (both from Millipore Sigma, St. Louis, MO, USA). Medium was changed daily. From day 14 to 16, iPSC colonies similar in morphology to human iPSCs (compact colonies and cells with high nucleus-to-cytoplasm ratio) were picked and expanded in feeder-free condition in FF-iPSC-M (Figure 1a,b). Established monoiPSC clones at passage 15 and 25 were characterized by ICC analysis of the pluripotent stem-cell markers and by genome-wide gene expression analysis (Figure 1c,d and Figure 2) using the methods detailed below.

### 4.5. monoiPSC Differentiation

To validate the differentiation potential of the monoiPSCs into the cells of all three germ layers, established monoiPSC clones were differentiated into neural stem cells, mesenchymal progenitor cells and definitive endodermal cells using the commercially available Gibco™ PSC Neural Induction Medium (Gibco, ThermoFisher Scientific, Waltham, MA, USA), STEMdiff™ Mesenchymal Progenitor Kit and STEMdiff™ Definitive Endoderm Kit (Stem Cell Technologies Inc., Cambridge, MA, USA) and manufacturers’ protocols. Minor modifications to each manufacturer-provided differentiation protocol were made and included optimization of initial seeding density of the monoiPSCs, confluency of the culture at the start of the differentiation and gradual transition of the iPSC culture from iPSC maintenance medium to differentiation medium. Successful differentiation of the monoiPSCs into neural stem cells, mesenchymal progenitor cells and definitive endodermal cells were assessed by cellular morphology analysis and ICC analysis of the lineage specific markers (Figure 1e). 

### 4.6. Immunocytochemistry Analysis

For ICC analysis of the pluripotency markers POU5F1, NANOG, SOX2, TRA-1-60 and TRA-1-81 in monoiPSCs, and lineage specific markers Nestin and PAX6 (ectoderm), M-Cam and Brachyury (mesoderm), and SOX17 and CXCR4 (endoderm) in the monoiPSC differentiated neural stem cells, mesenchymal progenitor cells, and definitive endodermal cells, cells were washed at room temperature with Dulbecco’s phosphate-buffered saline (DPBS) without CaCl_2_ and MgCl_2_ (Gibco, ThermoFisher Scientific, Waltham, MA, USA) and then fixed in 4% Paraformaldehyde (Millipore Sigma, St. Louis, MO, USA) for 15 min. After fixation, cells were washed three times with DPBS at room temperature, permeabilized for 12 min in permeabilization buffer containing 0.2% *v*/*v* Triton X-100 (Millipore Sigma, St. Louis, MO, USA), 1% *w*/*v* Bovine serum albumin (BSA; Millipore Sigma, St. Louis, MO, USA) in DPBS, and then blocked for an hour in blocking buffer containing 2% *w*/*v* BSA in DPBS and 5% *v*/*v* of serum from the species in which secondary antibodies were raised. Primary antibodies diluted to the manufacturer’s suggested concentration for immunofluorescence in blocking buffer were added to the cells, and the cells were incubated at 4 °C overnight. The primary antibodies were POU5F1/OCT4 (rabbit anti-human OCT4, PA5-27438, Invitrogen, ThermoFisher Scientific, Waltham, MA, USA), NANOG (mouse anti-human NANOG, MA1-017, Invitrogen, ThermoFisher Scientific, Waltham, MA, USA), SOX2 (rabbit anti-human SOX2, 3579, Cell Signaling Technology, Danvers, MA, USA), TRA-1-60 (mouse anti-human TRA-1-60, 4746, Cell Signaling Technology, Danvers, MA, USA), TRA-1-81 (mouse anti-human TRA-1-81, 4745, Cell Signaling Technology, Danvers, MA, USA), Nestin (mouse anti-human Nestin, 33475, Cell Signaling Technology, Danvers, MA, USA), PAX6 (rabbit anti-human PAX6, 60433, Cell Signaling Technology, Danvers, MA, USA), M-Cam (mouse anti-human M-Cam, 13475, Cell Signaling Technology, Danvers, MA, USA), Brachyury (rabbit anti-human Brachyury, 81694, Cell Signaling Technology, Danvers, MA, USA), SOX17 (mouse anti-human SOX17, MA5-24886, Invitrogen, ThermoFisher Scientific, Waltham, MA, USA) and CXCR4 (rabbit anti-human CXCR4, PA3-305, Invitrogen, ThermoFisher Scientific, Waltham, MA, USA). After overnight incubation in primary antibody solution, cells were washed three times for 5 min each with blocking buffer and then incubated for 1 h in donkey anti-mouse Alexa Fluor™ 488 and/or donkey anti-rabbit Alexa Fluor™ 594 (R37114 and R37119, respectively; Invitrogen, ThermoFisher Scientific, Waltham, MA, USA) secondary antibodies. Cells were washed three times for 5 min each with DPBS and counterstained with 5 μg/mL DAPI (4′,6-diamidino-2-phenylindole; Invitrogen) in DPBS for 2 to 3 min. Cells were rinsed with DPBS and then imaged immediately on a Carl Zeiss Axio Imager D2 research microscope. Appropriate negative controls were included in each ICC analysis. 

### 4.7. RNA Sequencing

Total RNA extracted from neoSF cells (~5 million cells), of the same passage that was used for reprogramming experiments, was sequenced in-house using Illumina’s TruSeq Stranded mRNA technology on an Illumina HiSeq 2500 instrument. Briefly, 1μg of high-quality neoSF total RNA per sample and the reagents supplied in Illumina TruSeq RNA sample preparation kit v2 (Illumina, Inc., San Diego, CA, USA) were used to prepare mRNA sequencing libraries. Poly-A tail containing mRNA molecules were first enriched from total RNA using oligo-dT-attached magnetic beads. The mRNA-enriched samples were then fragmented into ~200–600 base pair sizes using divalent cations and elevated temperature. The first-strand cDNA was synthesized from resulting cleaved RNA fragments and using reverse transcriptase and random primers, followed by second-strand cDNA synthesis using DNA polymerase-I and RNase H. The synthesized cDNA fragments were then end-repaired, and adaptor ligations were performed. The resulting cDNA libraries were purified, enriched by PCR and then deep-sequenced on an Illumina HiSeq 2500 platform. A total of 53 million, (FD2M1: 23,925,482; and LSD1: 29,066,534) 50 base-pair, single-end reads were obtained for neoSF samples. 

High-quality total RNA extracted from monoiPSCs (~5 million cells) established from FD2M1 and LSD1 *M. domestica* strains at passage 15 and 25, respectively, were sequenced using Novogene’s commercial sequencing service (Novogene Corporation Inc., Sacramento, CA, USA). A total of 190 million (FD2M1-P15: 46,427,592; FD2M1-P25: 43,071,188; LSD1-P15: 49,230,246; and LSD1-P25: 51,841,224) 150 base pairs, paired-end reads were obtained for monoiPSC samples. 

### 4.8. Additional Published RNA Sequencing Data

As mentioned in the results section, we used neoSF and monoiPSC RNASeq data generated in this study, as well as publicly available *M. domestica* single-cell RNASeq and bulk RNASeq data from previously published studies [19,28,42], for a comparative analysis to better understand marsupial pluripotency architecture. The published raw fastq files used in this study are described in Supplementary Table S4 and were downloaded from the NIH Sequence Read Archive (SRA). Briefly, the files included: (1) single-cell RNASeq files of 14 PreLn samples (four at E1.5, five at E3.5, and five at E4.5), ten EPI samples (at E7.5), ten hypoblast/PreE samples (at E6.5-7.5), and ten TE samples (at E7.5); and (2) bulk RNASeq files of three adult skin fibroblast samples, five each of brain, heart and liver samples (at E13.5 referred to as embryonic, post-birth day 10 and 14 referred to as neonatal, and post-birth day 90 and 180 referred to as adult), and four each of ovary and testis samples (two each neonatal and two each adult).

### 4.9. RNA Sequencing Analyses 

Raw fastq sequence files were generated and demultiplexed using Illumina bcl2fastq software (Illumina, Inc., San Diego, CA, USA) for the RNASeq data generated in-house. After pre-alignment quality controls (QCs) were conducted, the raw fastq files of neoSF, monoiPSC RNASeq data generated in this study, and other tissue RNASeq data downloaded from SRA (Supplementary Table S4), were aligned to *M. domestica* GCF_000002295.2 MonDom5 genome assembly and mapped to *M. domestica* RefSeq transcripts using StrandNGS software v4 (Strand Life Sciences Pvt. Ltd., Bangalore, India). Alignments were performed against transcriptome and genome together, and the discovery of novel slice sites was enabled. The aligned reads were filtered based on read quality metrics with the parameters set to quality threshold ≥ 20; Ns allowed in read ≤ 1; mapping quality threshold ≥ 40; and read length ≥ 20. Non-primary multiply mapped reads and reads failing the vendor’s QC were also removed. Transcript abundances were then computed by counting the number of reads that map to the genes and exons of interest using the algorithm implemented in StrandNGS software v4 and detailed in the StrandNSG reference manual available at the StrandNGS website (https://www.strand-ngs.com). The expression values (read counts) were log transformed, and “DESeq” normalization [43] was performed across all samples before any comparative/differential gene expression analysis. Known mRNAs/genes having NRC ≥ 20 in all samples of a cell/tissue type as specified in the results were considered expressed and selected for differential gene expression analysis.

### 4.10. eKaryotyping

Genomic integrity of the established monoiPSC lines was assessed by ekaryotyping analysis of the genome-wide RNASeq data using CGH Explorer and the method described in Weissbein et al., 2016, with minor modifications [24,25]. Briefly, the 12,256 genes that were expressed (NRC ≥ 20) in monoiPSCs were considered for eKaryotyping analysis. First, the median expression of each gene across all monoiPSC clones was subtracted from the expression value in each sample to obtain relative expression values. The median values then served as the baseline for examining expression bias. To reduce expression noise further, the sum of squares of the relative expression values was calculated for each gene, and the 10% most variable genes were removed from the analysis data set. The regional biases in gene expression were then detected using the piecewise constant fit (PCF) algorithm implemented in CGH Explorer and a defined set of parameters: least allowed deviation = 0.25; least allowed aberration size = 50; Winsorize at quantile = 0.001; penalty = 12; and threshold = 0.01. The results were than visualized by moving average plots with windows of 200 genes in the moving average fit tool implemented in the CGH Explorer. A sample with artificially generated chromosome 2 and 5 aneuploidies was used as positive control. 

### 4.11. Differential Gene Expression Analyses

To identify genes/mRNAs that were DE between monoiPSCs and cell/tissue of interest, moderated *t* statistics and expression fold change analyses were performed. The genes/mRNAs having moderated *t* statistics FDR-corrected *p*-value ≤ 0.05 and FC-abs ≥ 2.0 between the pair of sample types were considered significantly differentially expressed.

### 4.12. Functional Annotations and Enrichment Analyses

Functional annotation and enrichment analyses of a gene list of interest, as detailed in the results, were performed using “Enrichr” and “ShinyGO v0.75”; both of these web tools are publicly available for gene list enrichment analyses [44,45,46]. At the time of enrichment, analyses presented in this study “Enrichr” included 382,985 functional terms and 193 gene set libraries constructed from many sources, such as published studies and major biological and biomedical online databases. The CHEA library used in this study is a set of functional terms representing transcription factors profiled by ChIP-seq in mammalian cells and is only available through Enrichr. Enrichr implements a number of enrichment scores described in Chen et al., [44]; we ranked our Enrichr-significant results based on computed Fisher exact test *p*-values. ShinyGO allows in-depth analysis of gene lists, with graphical visualization of enrichment, pathway, gene characteristics, and protein interactions. At the time of the enrichment analyses presented here, “ShinyGO v0.75” included GO terms and pathways for over 400 animal and plant species, based on annotation from Ensembl, Ensembl plants, and Ensembl Metazoa data bases. An additional 5090 species genomes were also annotated based on STRINGdb v. 11.5. In ShinyGO enrichment analyses; we used the “best matching species” option to query our list of genes of interest, and Chi-square test FDR corrected *p*-values ≤ 0.05 were used for statistical significance. Significant enrichment into the top 20 functional terms were visualized by constructing hierarchical clustering tree(s).

## Figures and Tables

**Figure 1:**
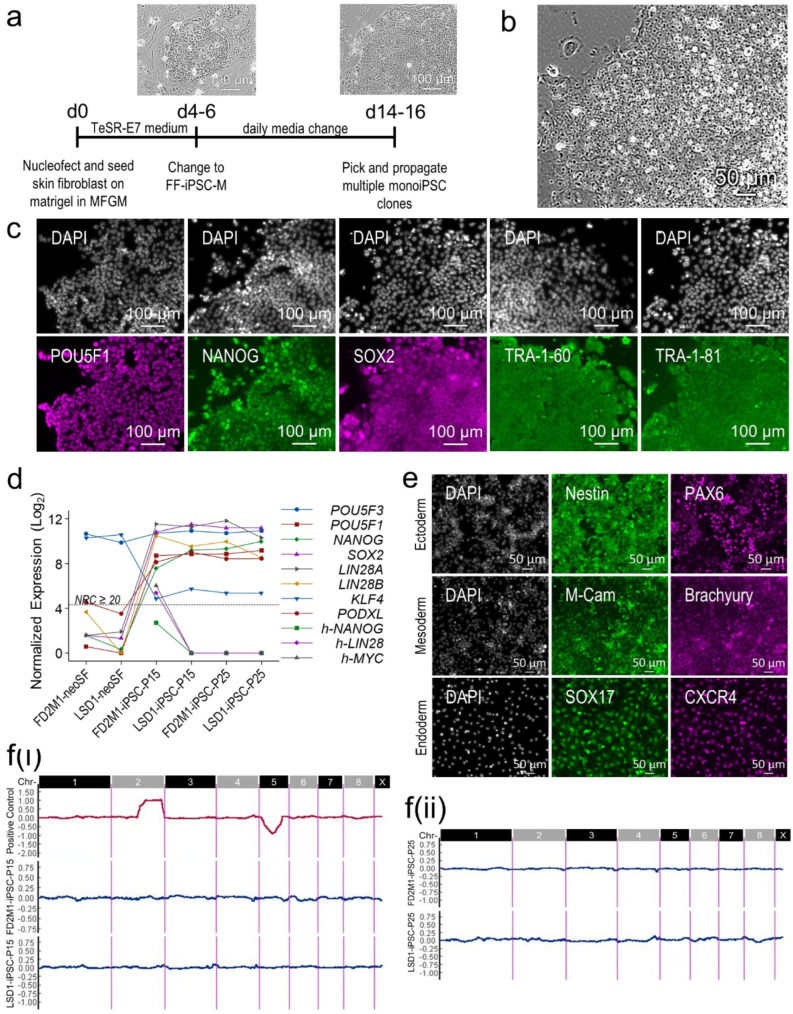
**monoiPSC reprogramming and validation.** (**a**) Schematic of monoiPSC reprogramming and stage-specific brightfield images of reprogramed cells. (**b**) Brightfield image of established monoiPSC colony (p25). (**c**) ICC expression analysis of the pluripotency markers in reprogrammed monoiPSCs. (**d**) Differential expression of endogenous pluripotency genes and human transgenes in neoSF and established monoiPSC clones. (**e**) Functional validation of established monoiPSCs by successful directed differentiation into the cells of all the three germ layers. (**f**) eKaryotyping moving average plots of regional biases in gene expression, validating a stable karyotype that was devoid of any structural aberrations in each established monoiPSC clone at (i) passage 15, and (ii) passage 25.

**Figure 2:**
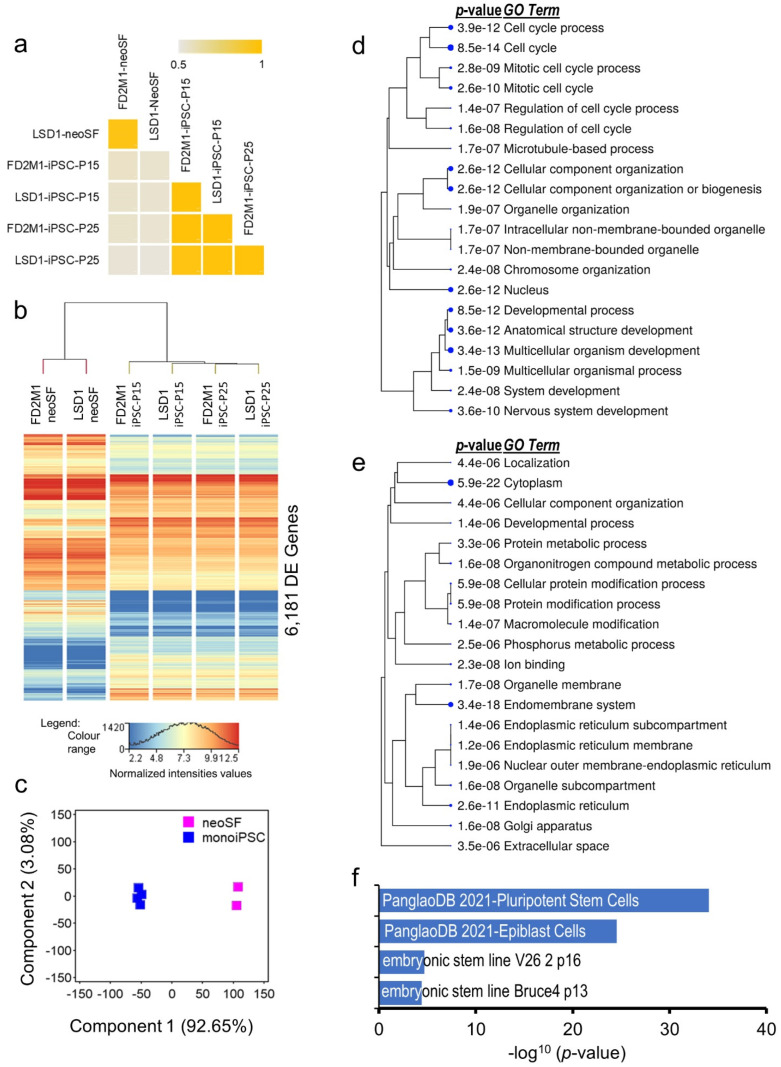
**monoiPSCs exhibit a large but highly uniform resetting of cellular transcriptome to pluripotency.** (**a**) Correlation (*r*^2^) plot of established neoSF and monoiPSC lines calculated based on their expressed transcriptome (13,599 genes having NRC ≤ 20 in neoSF and/or monoiPSCs). (**b**) Hierarchical clustering and heatmap of neoSF and their monoiPSC lines differentially expressed (DE) transcriptome (6181 genes). (**c**) Principal component analysis (PCA) of DE genes between neoSF and their monoiPSC lines. (**d**) Hierarchical clustering of the top 20 biological processes (*GO* terms) that were significantly enriched in monoiPSC significantly upregulated transcriptomes. (**e**) Hierarchical clustering of the top 20 biological processes (*GO* terms) that were significantly enriched in the neoSF transcriptome that was significantly downregulated in monoiPSCs. Both d and e gene ontology (GO) enrichment analyses were performed using ShinyGO v.0.75 web tool. GO terms are clustered based on shared genes; larger dot size indicates higher significance. (**f**) Bar plot showing highly significant enrichment of monoiPSC-upregulated transcriptome in PanglaoDB database [27] gene set for pluripotent stem cells and epiblast cells, and in mouse gene atlas of embryonic stem cell lines -V26 2p16 and -Bruce4 p13 9.

**Figure 3:**
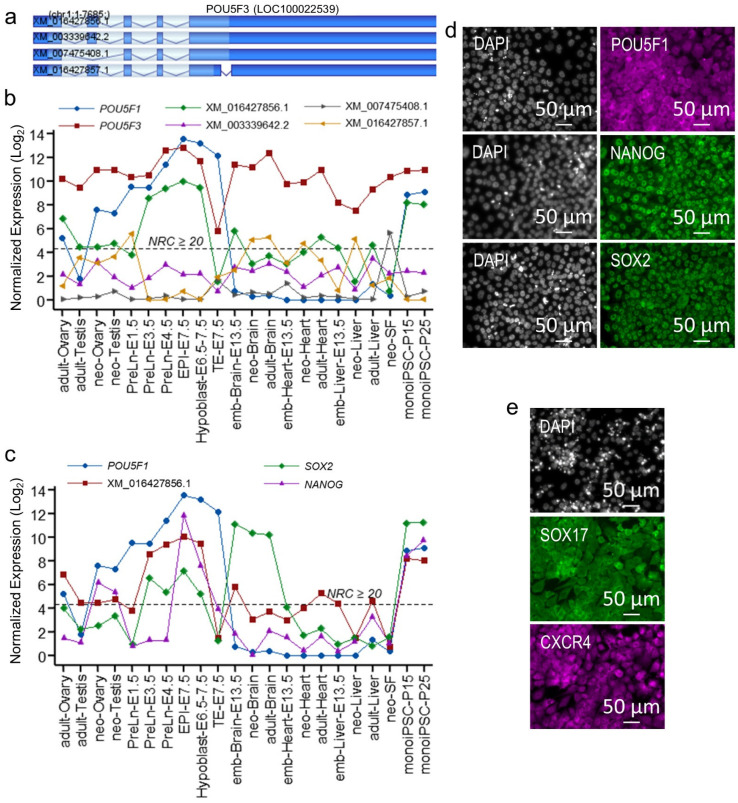
**POU5F1 and splice-variant-specific expression of POU5F3 synergistically regulate core pluripotency genes in monoiPSCs.** (**a**) Gene/exon structures of the *M. domestica* genome transcribed *POU5F3* splice variants; the XM_016427856.1 splice variant encodes full length transcript that is comprised of five exons; the XM_003339642.2 has exon 4 truncated and XM_007475408.1 lacks exon 4 completely; XM_16427857.1 has exon 1 truncated. (**b**) Line plot showing normalized expression of *POU5F1* and *POU5F3* splice variants in *M. domestica* embryonic cells, in brain, heart, liver, and gonadal developmental stages, and in neoSF and established monoiPSCs. (**c**) Line plot of core pluripotency transcription factors in *M. domestica* embryonic cells, in brain, heart, liver, and gonadal developmental stages, and in neoSF and established monoiPSCs. (**d**) ICC-based expression and localization of POU5F1, NANOG and SOX2 in a partially reprogrammed monoiPSC clone. (**e**) Successful differentiation of the partially reprogrammed monoiPSC clone into SOX17-expressing and CXCR4-expressing multipotent definitive endodermal cells.

**Figure 4:**
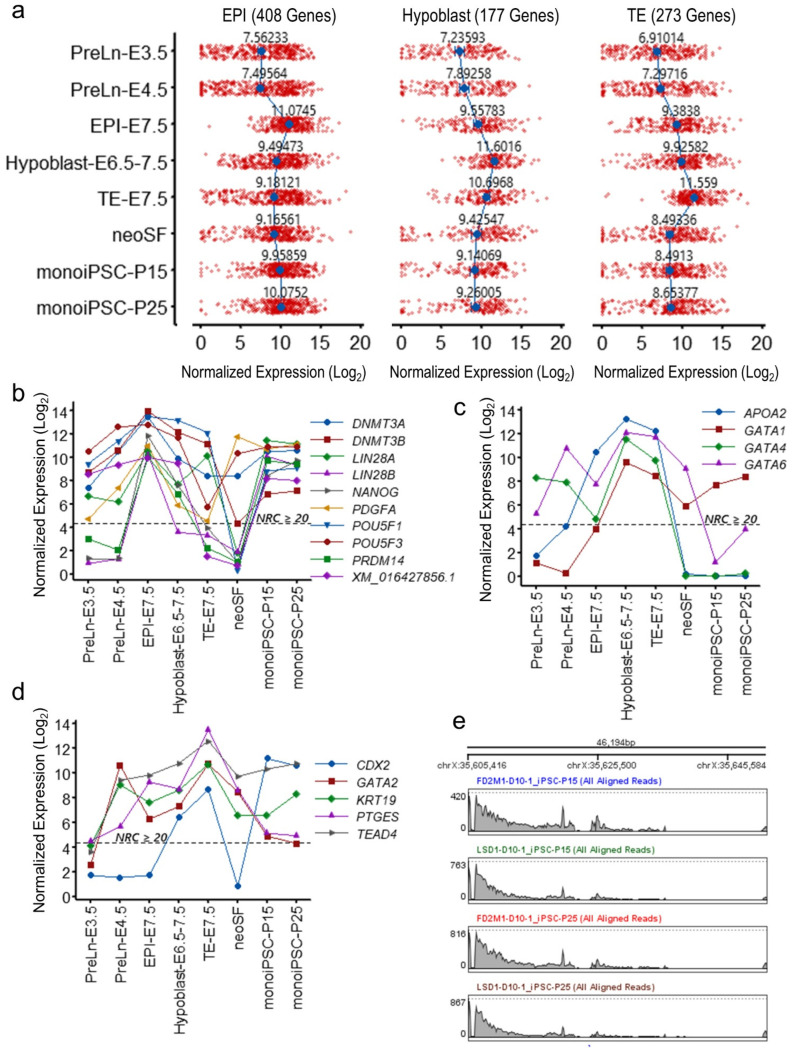
**monoiPSC embryonic lineage marker repertoire is akin to epiblasts.** (**a**) A comparative analysis of expression of *M. domestica* EPI, hypoblast/PreE and TE gene sets [19] in embryonic cells, neoSF and established monoiPSCs. (**b**) Expression of key EPI marker genes in embryonic cells, neoSF and monoiPSCs. (**c**) Expression of key hypoblast/PreE marker genes in embryonic cells, neoSF and monoiPSCs. (**d**) Expression of key TE marker genes in embryonic cells, neoSF and monoiPSCs. (**e**) Sequence alignment plots (raw read) showing robust transcription of the genomic region chrX: 35,605,415 to 35,651,609, in monoiPSCs. The genomic region transcribes *RSX* precursor RNA.

**Figure 5:**
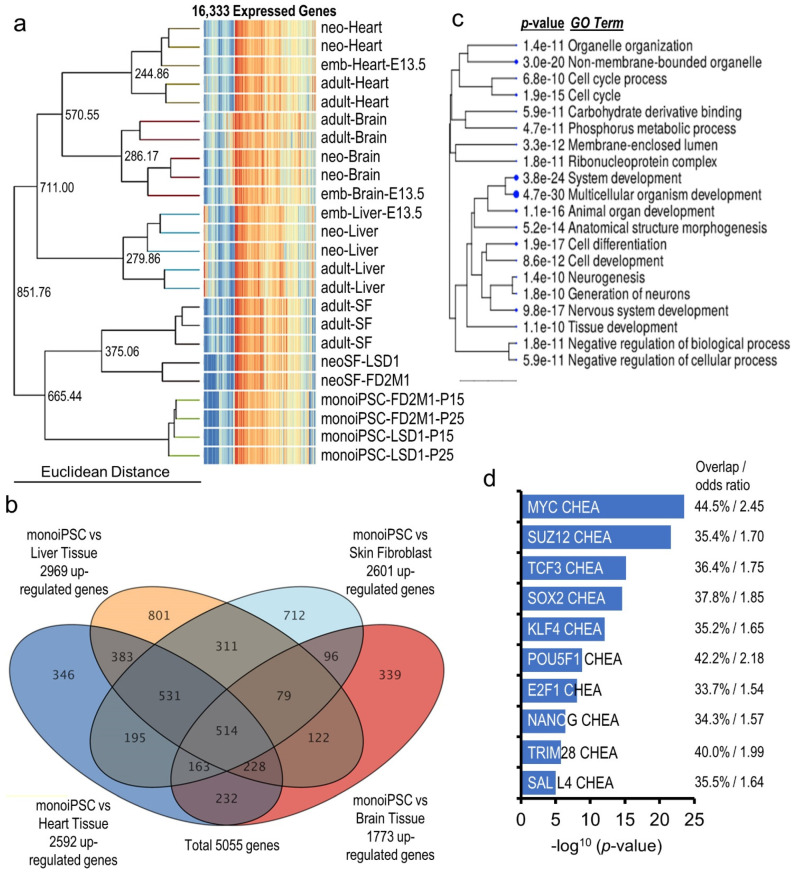
**Overall pluripotency transcriptional architecture is conserved between metatherian and eutherian mammals.** (**a**) Hierarchical clustering tree and heatmap of 16,333 genes that were expressed in monoiPSCs; in brain, heart, liver, and gonadal developmental stages; and in neonatal and adult skin fibroblasts shows a unique transcriptomic profile of monoiPSCs by comparison with terminally differentiated tissues. (**b**) Venn diagram of 5055 genes that were significantly upregulated in monoiPSCs as compared to one or more differentiated tissues/cell types. (**c**) Hierarchical clustering of top 20 biological processes (*GO* terms) that were significantly enriched in monoiPSC-upregulated transcriptome shows that monoiPSCs have a functional profile very similar to eutherian pluripotent cells. (**d**) The ChiP-X enrichment analysis (CHEA) [33] plot shows significant enrichment of the pluripotency transcription factor target genes in the monoiPSC upregulated transcriptome.

## Data Availability

The mRNA sequence data generated from two *M. domestica* neoSF samples and four monoiPSC clones were submitted to the National Center for Biotechnology Information Gene Expression Omnibus (GEO) archive and are accessible through the GEO Series accession number GSE206122. All other relevant data are available from the corresponding author on request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232012623/s1.

## References

[1] Halliday T.J., Upchurch P., Goswami A. (2016). Eutherians experienced elevated evolutionary rates in the immediate aftermath of the Cretaceous-Palaeogene mass extinction. Proc. Biol. Sci..

[2] Hedges S.B., Kumar S. (2004). Precision of molecular time estimates. Trends Genet..

[3] Luo Z.X., Yuan C.X., Meng Q.J., Ji Q. (2011). A Jurassic eutherian mammal and divergence of marsupials and placentals. Nature.

[4] Samollow P.B. (2008). The opossum genome: Insights and opportunities from an alternative mammal. Genome Res..

[5] Das R., Anderson N., Koran M.I., Weidman J.R., Mikkelsen T.S., Kamal M., Murphy S.K., Linblad-Toh K., Greally J.M., Jirtle R.L. (2012). Convergent and divergent evolution of genomic imprinting in the marsupial Monodelphis domestica. BMC Genom..

[6] Graves J.A., Renfree M.B. (2013). Marsupials in the age of genomics. Annu. Rev. Genom. Hum. Genet..

[7] Mahadevaiah S.K., Royo H., VandeBerg J.L., McCarrey J.R., Mackay S., Turner J.M. (2009). Key features of the X inactivation process are conserved between marsupials and eutherians. Curr. Biol. CB.

[8] Murchison E.P., Schulz-Trieglaff O.B., Ning Z., Alexandrov L.B., Bauer M.J., Fu B., Hims M., Ding Z., Ivakhno S., Stewart C. (2012). Genome sequencing and analysis of the Tasmanian devil and its transmissible cancer. Cell.

[9] Saunders N.R., Noor N.M., Dziegielewska K.M., Wheaton B.J., Liddelow S.A., Steer D.L., Ek C.J., Habgood M.D., Wakefield M.J., Lindsay H. (2014). Age-dependent transcriptome and proteome following transection of neonatal spinal cord of Monodelphis domestica (South American grey short-tailed opossum). PLoS ONE.

[10] VandeBerg J., Williams-Blangero S., Hubrecht R., Kirkwood J. (2010). The Laboratory Opossum. The UFAW Handbook on the Care and Management of Laboratory and Other Research Animals.

[11] VandeBerg J.L., Robinson E.S. (1997). The laboratory opossum (*Monodelphis domestica*) in laboratory research. ILAR J..

[12] VandeBerg J.L., Williams-Blangero S., Hubbard G.B., Ley R.D., Robinson E.S. (1994). Genetic analysis of ultraviolet radiation-induced skin hyperplasia and neoplasia in a laboratory marsupial model (Monodelphis domestica). Arch. Dermatol. Res..

[13] Frankenberg S.R., de Barros F.R., Rossant J., Renfree M.B. (2016). The mammalian blastocyst. Wiley Interdiscip. Rev. Dev. Biol..

[14] Frankenberg S., Shaw G., Freyer C., Pask A.J., Renfree M.B. (2013). Early cell lineage specification in a marsupial: A case for diverse mechanisms among mammals. Development.

[15] Morrison J.T., Bantilan N.S., Wang V.N., Nellett K.M., Cruz Y.P. (2013). Expression patterns of Oct4, Cdx2, Tead4, and Yap1 proteins during blastocyst formation in embryos of the marsupial, Monodelphis domestica Wagner. Evol. Dev..

[16] Frankenberg S., Pask A., Renfree M.B. (2010). The evolution of class V POU domain transcription factors in vertebrates and their characterisation in a marsupial. Dev. Biol..

[17] Frankenberg S.R., Frank D., Harland R., Johnson A.D., Nichols J., Niwa H., Scholer H.R., Tanaka E., Wylie C., Brickman J.M. (2014). The POU-er of gene nomenclature. Development.

[18] Weeratunga P., Shahsavari A., Ovchinnikov D.A., Wolvetang E.J., Whitworth D.J. (2018). Induced pluripotent stem cells from a marsupial, the Tasmanian Devil (*Sarcophilus harrisii*): Insight into the evolution of mammalian pluripotency. Stem Cells Dev..

[19] Mahadevaiah S.K., Sangrithi M.N., Hirota T., Turner J.M.A. (2020). A single-cell transcriptome atlas of marsupial embryogenesis and X inactivation. Nature.

[20] Xiong X., Samollow P.B., Cao W., Metz R., Zhang C., Leandro A.C., VandeBerg J.L., Wang X. (2022). Genetic and genomic architecture in eight strains of the laboratory opossum Monodelphis domestica. G3.

[21] Okita K., Matsumura Y., Sato Y., Okada A., Morizane A., Okamoto S., Hong H., Nakagawa M., Tanabe K., Tezuka K. (2011). A more efficient method to generate integration-free human iPS cells. Nat. Methods.

[22] Okita K., Yamakawa T., Matsumura Y., Sato Y., Amano N., Watanabe A., Goshima N., Yamanaka S. (2013). An efficient nonviral method to generate integration-free human-induced pluripotent stem cells from cord blood and peripheral blood cells. Stem Cells.

[23] Hall J., Guo G., Wray J., Eyres I., Nichols J., Grotewold L., Morfopoulou S., Humphreys P., Mansfield W., Walker R. (2009). Oct4 and LIF/Stat3 additively induce Kruppel factors to sustain embryonic stem cell self-renewal. Cell Stem Cell.

[24] Lingjaerde O.C., Baumbusch L.O., Liestol K., Glad I.K., Borresen-Dale A.L. (2005). CGH-Explorer: A program for analysis of array-CGH data. Bioinformatics.

[25] Weissbein U., Schachter M., Egli D., Benvenisty N. (2016). Analysis of chromosomal aberrations and recombination by allelic bias in RNA-Seq. Nat. Commun..

[26] Kumar S., Curran J.E., Glahn D.C., Blangero J. (2016). Utility of lymphoblastoid cell lines for induced pluripotent stem cell generation. Stem. Cells Int..

[27] Franzen O., Gan L.M., Bjorkegren J.L.M. (2019). PanglaoDB: A web server for exploration of mouse and human single-cell RNA sequencing data. Database.

[28] Cardoso-Moreira M., Halbert J., Valloton D., Velten B., Chen C., Shao Y., Liechti A., Ascencao K., Rummel C., Ovchinnikova S. (2019). Gene expression across mammalian organ development. Nature.

[29] Strumpf D., Mao C.A., Yamanaka Y., Ralston A., Chawengsaksophak K., Beck F., Rossant J. (2005). Cdx2 is required for correct cell fate specification and differentiation of trophectoderm in the mouse blastocyst. Development.

[30] Wu G., Gentile L., Fuchikami T., Sutter J., Psathaki K., Esteves T.C., Arauzo-Bravo M.J., Ortmeier C., Verberk G., Abe K. (2010). Initiation of trophectoderm lineage specification in mouse embryos is independent of Cdx2. Development.

[31] Yagi R., Kohn M.J., Karavanova I., Kaneko K.J., Vullhorst D., DePamphilis M.L., Buonanno A. (2007). Transcription factor TEAD4 specifies the trophectoderm lineage at the beginning of mammalian development. Development.

[32] Grant J., Mahadevaiah S.K., Khil P., Sangrithi M.N., Royo H., Duckworth J., McCarrey J.R., VandeBerg J.L., Renfree M.B., Taylor W. (2012). Rsx is a metatherian RNA with Xist-like properties in X-chromosome inactivation. Nature.

[33] Lachmann A., Xu H., Krishnan J., Berger S.I., Mazloom A.R., Ma’ayan A. (2010). ChEA: Transcription factor regulation inferred from integrating genome-wide ChIP-X experiments. Bioinformatics.

[34] Duchene D.A., Bragg J.G., Duchene S., Neaves L.E., Potter S., Moritz C., Johnson R.N., Ho S.Y.W., Eldridge M.D.B. (2018). Analysis of phylogenomic tree space resolves relationships among marsupial families. Syst. Biol..

[35] Nilsson M.A., Arnason U., Spencer P.B., Janke A. (2004). Marsupial relationships and a timeline for marsupial radiation in South Gondwana. Gene.

[36] Chan J., Sharkey F.E., Kushwaha R.S., VandeBerg J.F., VandeBerg J.L. (2012). Steatohepatitis in laboratory opossums exhibiting a high lipemic response to dietary cholesterol and fat. Am. J. Physiol. Gastrointest. Liver Physiol..

[37] Hansen V.L., Faber L.S., Salehpoor A.A., Miller R.D. (2017). A pronounced uterine pro-inflammatory response at parturition is an ancient feature in mammals. Proc. Biol. Sci..

[38] Farrell G.C., van Rooyen D. (2012). Liver cholesterol: Is it playing possum in NASH?. Am. J. Physiol. Gastrointest. Liver Physiol..

[39] Yu L., Wei Y., Duan J., Schmitz D.A., Sakurai M., Wang L., Wang K., Zhao S., Hon G.C., Wu J. (2021). Blastocyst-like structures generated from human pluripotent stem cells. Nature.

[40] Dooley T.P., Mattern V.L., Moore C.M., Porter P.A., Robinson E.S., VandeBerg J.L. (1993). Cell lines derived from ultraviolet radiation-induced benign melanocytic nevi in Monodelphis domestica exhibit cytogenetic aneuploidy. Cancer Genet. Cytogenet..

[41] Robinson E.S., Dooley T.P., Williams K.L. (1998). UV-induced melanoma cell lines and their potential for proteome analysis: A review. J. Exp. Zool..

[42] Ma X., Dighe A., Maziarz J., Neumann E., Erkenbrack E., Hei Y.Y., Liu Y., Suhail Y., Kshitiz, Pak I. (2022). Evolution of higher mesenchymal CD44 expression in the human lineage: A gene linked to cancer malignancy. Evol. Med. Public Health..

[43] Anders S., Huber W. (2010). Differential expression analysis for sequence count data. Genome Biol..

[44] Chen E.Y., Tan C.M., Kou Y., Duan Q., Wang Z., Meirelles G.V., Clark N.R., Ma’ayan A. (2013). Enrichr: Interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinform..

[45] Ge S.X., Jung D., Yao R. (2020). ShinyGO: A graphical gene-set enrichment tool for animals and plants. Bioinformatics.

[46] Kuleshov M.V., Jones M.R., Rouillard A.D., Fernandez N.F., Duan Q., Wang Z., Koplev S., Jenkins S.L., Jagodnik K.M., Lachmann A. (2016). Enrichr: A comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res..

How the deposited data were processed for this re-analysis (not part of the article)

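RNA-seq of 2 neoSF and 4 monoiPSC libraries was analysed. The neoSF libraries came from the FD2M1 and LSD1 strains, and the monoiPSC libraries from the FD2M1 and LSD1 lines at passages 15 and 25. The authors aligned the reads to MonDom5 with StrandNGS, removed reads by quality, mapping quality and multiple mapping, and counted the remaining reads on RefSeq genes. The authors deposited these as raw counts, but 87.1% of the values above 0 were fractional, so they were treated as estimated counts and rounded to whole numbers. The authors also deposited log2 values after DESeq normalization. Within each library, these log2 values equal the log2 of the raw count times a single factor, between 0.515 and 1.95, and values below 1 normalized read are set to 0. The counts were used for tests of DE genes and the log2 values for expressed genes, correlations, principal components and moving averages. Each file holds 35665 genes and ends in an empty line and a note, which were left out. POU5F3, GATA1 and KRT19 carry LOC numbers in place of these names, and were matched by gene number through the paper's figures, the RefSeq table and Supplementary Table S2c. Of the genes, 17882 were at 0 in all 6 libraries, including 98.4% of the 6478 genes that the mMonDom1.pri annotation lists as non-coding genes or pseudogenes and 13.4% of its protein-coding genes. The 6478 genes leave out those listed as misc_RNA, of which 4 of 36 were at 0. The gene identifiers carry the MonDom5 chromosome. Of the identifiers, 25831 matched the RefSeq table of mMonDom1.pri, which is another assembly, so it was used only for names, gene types and the order of genes. No coordinates are given for this reason.

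The depth per library is given where the experiment is introduced. The neoSF libraries are shallower than the monoiPSC libraries and read with shorter, single-end reads, so a gene near the detection limit is measured less precisely in neoSFs. COL1A1 was the most abundant gene in neoSFs, with 3.37% and 4.35% of the counts, and EEF1A1 in monoiPSCs, with 0.58% to 0.70%. TMM scaling factors were 0.78 and 0.80 for the neoSF and 1.10 to 1.17 for the monoiPSC libraries. A gene with at most 3 counts in each library of a group was taken to be at the floor, and the fold change was then given as a limit against 3 counts in the neoSF or monoiPSC library where 3 counts weigh most, on TMM-scaled counts. The limits take a count as 1 fragment. Whether both reads of a pair were counted separately in the monoiPSC libraries was not found in the paper's methods, and if they were, the limits of genes at the floor in monoiPSCs are smaller than given.

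The tested genes had an NRC of at least 20 in both neoSF or all 4 monoiPSC libraries. DE genes were called with edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3) at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2, without a block. The standard error of a log2 fold change is its size divided by the square root of the F statistic. DESeq2 1.42.0 and limma 3.58.1 were used as alternatives. On simulated counts of the 13072 genes, with 200 genes changed 4-fold, edgeR recovered 187 changed genes and called 5 unchanged genes, DESeq2 189 and 19, and limma 178 and 7. The simulated groups shared an expression profile apart from these genes, and the spread was taken from the monoiPSC libraries. The difference in composition between neoSFs and monoiPSCs was not simulated. For the comparison of passages, edgeR recovered 178 and called 35. Gene sets were tested with camera at an inter-gene correlation of 0.01, with camera at an estimated correlation, and with fry. Camera compares a set with the other genes, while fry tests the change of the set's own genes and depends on the scaling. Of 200 simulated unchanged sets, camera called 0 and fry 14 at an unadjusted p under 0.05. The p of the EPI, hypoblast, TE, fibroblast and cell cycle sets were adjusted together. The posterior, anterior, myogenic, melanocyte, naive, primed and keratinocyte lists, written by hand before the deposited files were opened, were adjusted together. The posterior, myogenic and melanocyte lists were written after some of their genes had been seen in the paper's supplementary tables, which hold values of the same libraries, so their tests are not independent of the data. The anterior list had fewer than 2 tested genes and gave no set test. Fry and the estimated correlation called fewer or more sets than camera: with the estimated correlation the fibroblast, naive and primed lists remained past the threshold and the EPI, cell cycle, posterior and melanocyte lists did not, while fry called all of these and the hypoblast set. Single values of 4 libraries against 2 were compared with exact two-sided permutation tests over 15 splits, which cannot give a p below 0.067. These splits take the passages of a line as separate libraries, so the p does not measure the spread between independent lines.

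The genes named in the text are every gene that the paper's results name as measured in neoSFs or monoiPSCs, and the 5 highest and 5 lowest log2 fold changes among DE genes with the same sign in all 4 monoiPSC libraries against the neoSFs of their own strain, a mean NRC of at least 100 in the higher group and a symbol other than a LOC number. This rule, the tests and the alternatives were fixed before the data were examined, apart from those described as chosen later. Strain pairs each monoiPSC line with its parental neoSF culture, as the paper's methods state. Over the 13072 genes, the strain difference in neoSFs correlated with that in monoiPSCs at 0.07 at passage 15 and at -0.01 at passage 25. Libraries within a group differed by far more than sampling noise, with a chi-square of at least 48.7 per gene, so no library was taken to be a copy of another. A comparison with sampling noise cannot show that the passages of a line are independent replicates. Regional expression bias used the paper's definition, with a moving average in place of CGH Explorer's PCF algorithm. Splice variants, human transgenes, the RSX region and the tissues and embryonic cells of other studies were not analysed here. The part of Supplementary Table S1 used here holds 1996 of the paper's 6181 genes, all higher in monoiPSCs, so no overlap with the table was tested.

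The alternatives were RLE scaling, DESeq2, limma on the deposited log2 values, no expression filter, edgeR's filterByExpr, strain as a block, passages summed per line, each passage alone, counts thinned to 14278621 per library with and without the block, and each library left out in turn. For the other measures, the NRC minimum, the genes used, the correlation, the scaling of genes, the window and the baseline were varied.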

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

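All tests of explanations in this part were chosen after the results they bear on had been seen. The 4 monoiPSC libraries were examined for a library set apart from the others in 42 measures. This was found in 4 of them, against 2.1 by chance. LSD1 at passage 25 stood apart in 3 measures. Its log2 value of POU5F1 was 8.23 while the other libraries lay between 7.77 and 7.84, and the gap was 0.86 of the range. Its mean of the posterior list was 6.46 while the others lay between 7.11 and 7.20 (gap 0.878 of the range). Its log2 value of COL6A3, from 8 counts against 2, 0 and 0, left a gap of 0.918 of the range on the log2 scale. The log2 value of ACTA2 in FD2M1 at passage 25, from 8 counts against 2, 0 and 0, left a gap of 0.928 of the range on the log2 scale. The COL6A3 and ACTA2 values lie within a few counts of 0. No explanation was tested for any of the 4.

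A list of genes of the posterior epiblast, primitive streak and posterior axis was higher in the monoiPSCs, which the paper does not analyse as a group. Of 16 genes tested, 15 were higher and 14 DE and higher, and the median log2 fold change lay 2.815 above that of the other genes (camera, adjusted p = 2.61e-05). The adjusted p was 0.0927 with an estimated inter-gene correlation, and over all alternatives it ranged from 1.85e-07 to 0.0927. The median log2 fold change was 2.90, also with the 3 genes at the floor placed at their limits. The list was written after some of its genes had been seen in the paper's supplementary tables, which hold values of the same libraries, so the p is not independent of the data. Without the 4 tested genes known to have been seen, the median lay 1.88 above that of the other genes, with 11 of 12 genes higher and 10 DE and higher. Of the 23 genes of the list in the files, 10 were expressed in neoSFs and 11 are in the part of Supplementary Table S1 used here. The paper's results name 1 of them, CDX2, as measured in neoSFs or monoiPSCs. The paper also names TBXT, as Brachyury, for mesenchymal progenitors differentiated from the monoiPSCs. WNT8A (at least 181-fold), NKX1-2 (at least 64.5-fold) and CDX2 rose from the floor. CER1 reached an NRC of 3570 ± 2080 (SD, n = 4) and HOXB9 2591 ± 581 (SD, n = 4). OTX2 had an NRC of at most 3.37 in any monoiPSC library. TBXT and MSGN1 had NRCs of at most 8.785 in any monoiPSC library beside 2926 ± 1350 for CDX2 (SD, n = 4). This argues against primitive streak or presomitic mesoderm cells as the source of the CDX2 level. Other genes of the list were mixed. FGF8, WNT3A, NODAL and EVX1 were too low to be tested, with mean NRCs of 15.5, 3.85, 4.49 and 0.964 in monoiPSCs. CDX4 was not tested either, at NRCs from 3.80 in LSD1 at passage 25 to 111.9 in FD2M1 at passage 15. MIXL1 rose from an NRC of 21.7 to 73.5 ± 6.63 (SD, n = 4), a log2 fold change of 1.84 (edgeR's quasi-likelihood test, adjusted p = 0.0028). TBX6 was not called, at -0.60 (adjusted p = 0.232 from the same test). The presence of some such cells therefore stays open. An effect of the sequencing platform cannot be told apart from one of reprogramming, because 0 cell types were sequenced on both platforms. That the monoiPSCs may have a posterior epiblast character stays open as a hypothesis, as does an effect of the culture medium, which was not tested.

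The primed list, of genes associated with the primed state of pluripotency in eutherians, lay 2.634 above the other genes (camera, adjusted p = 0.000312, range over the alternatives 2.1e-05 to 0.0483), with 12 of 13 genes higher and 10 DE and higher. SFRP2 was lower, at a log2 fold change of -7.56, and OTX2, which is also on this list, was too low to be tested. The naive list lay below them, at a difference of -2.901 (camera, adjusted p = 2.61e-05, range 1.39e-05 to 0.0483), with 5 of 6 genes lower and 3 DE and lower. The median log2 fold changes were 2.72 and -2.82. Without an expression filter the difference of the naive list was -1.02. In the naive list TBX3 fell from an NRC of 1786 to 2.83 ± 1.72 (SD, n = 4) and ESRRB and NR0B1 were too low to be tested. The primed list shares 5 genes with the EPI set and 3 with the genes named in the paper's text, and the naive list shares 2 with the latter, KLF2 and KLF4. Of the naive genes, 6 were expressed in neoSFs. The 3 that were DE, KLF2, KLF4 and TBX3, fell from the level of fibroblasts, KLF5 and TFCP2L1 were lower without being called, and TFAP2C was higher without being called. Both calls held with an estimated inter-gene correlation (adjusted p = 0.0483 for each). No explanation was tested for these lists, and the platform remains confounded with the cell type.

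The melanocyte list lay 3.706 above the other genes (camera, adjusted p = 0.00443, range over the alternatives 0.000127 to 0.0774), with 4 of 5 tested genes DE and higher. The median log2 fold change of 3.79 was 2.74 with the 3 genes at the floor placed at their limits, and without the FD2M1 neoSF library the list lay 8.60 above the other genes. Without an expression filter it lay 1.47 above them. This list too was written after a gene of it, DCT, had been seen in the supplementary tables, and without DCT it lay 3.18 above the other genes. DCT was at least 1519-fold higher, with NRCs of 5608, 15280, 4372 and 7858 in FD2M1 and LSD1 at passage 15 and at passage 25. KIT was at least 119-fold higher, and EDNRB had a log2 fold change of 2.74. The median of the mean NRCs of TYR, TYRP1, MLANA, OCA2 and SLC45A2 in monoiPSCs was 5.86, far below DCT. This argues against melanocytes that express these genes as the source of DCT. Cells of this lineage that express DCT without these genes were not tested for and are not excluded. MITF, also on the list, had a mean NRC of 263 in monoiPSCs and was not called, at a log2 fold change of -0.109. The list therefore rests on DCT, KIT, EDNRB and GPR143, which may be expressed by the monoiPSCs themselves. This is a hypothesis, and the platform remains confounded with the cell type.

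The change on reprogramming differed between the strains in 11 genes (interaction term, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in 1193 genes at an unadjusted p under 0.05. In all 11 the log2 change was more positive in LSD1 than in FD2M1, and all 11 were higher in the FD2M1 than in the LSD1 neoSFs. They are COL9A1, COL9A2, COL9A3, SOX9, ZIC2, SFRP1, FZD9, MAB21L2, NGFR, RARRES2 and ITGBL1. SOX9 had an NRC of 19060 in the FD2M1 and 1519 in the LSD1 neoSFs, and 1832 to 2368 in the monoiPSCs. ZIC2 had 524.0 and 0 in the neoSFs. There is 1 neoSF library per strain, so strain, culture and library cannot be separated. The error of the test comes from the 2 passages of each monoiPSC line alone and leaves out variation between neoSF cultures, so the p does not show a difference between the strains. A candidate explanation is cartilage cells in the FD2M1 neoSF culture. A list of 16 cartilage genes without these 11 was written after the collagen genes had been seen. Of its genes, 14 were in the files and 11 could be tested, and 10 were higher in the FD2M1 neoSFs. Their median log2 difference was 1.49, at percentile 100 of 10000 random lists of genes of similar expression. ACAN had an NRC of 67330 against 1712. CNMD was lower in the FD2M1 neoSFs, at 928.6 against 1519, and MATN1, MATN3 and SNORC had at most 12 counts in a neoSF library, so part of the cartilage genes did not follow. The test compares these libraries and not the strains. Fibroblasts that themselves express such genes were not distinguished from a mixture of cells, and a difference between the strains stays open, untested.

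Genes described as endogenous retroviruses made up 56 of the 1996 rows of Supplementary Table S1 used here, of the paper's 6181, all chosen for being higher in monoiPSCs. In the deposited counts, 54 of the 56 had at most 3 counts in each neoSF library. The most abundant had 0 counts in both neoSF libraries and an NRC of 9712 ± 2410 (SD, n = 4) in monoiPSCs, at least 1781-fold higher. The neoSFs were read as 50 bp single-end reads, which are harder to place on repeated sequence than the 150 bp paired-end reads of the monoiPSCs. This cannot be told apart from a change of expression, because 0 cell types were sequenced with both read lengths.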

How the results depend on the processing

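Of 287 values obtained for the results under other settings, 248 stayed within the limits set for their kind, which were the same direction and side of the threshold for a tested result, a move of less than the spread for a value without a test, and at most 1.5 times for a count of genes, and 39 did not. Within these limits the keratinocyte list still changed direction without the LSD1 neoSF library, which gave no test, and the counts of higher and lower genes changed order on the scale of Supplementary Table S1 and with limma on the deposited log2 values. The shift to the scale of Supplementary Table S1, the order of rows in the deposited files, the correlation without squaring, the lists without genes seen in the supplementary tables and the alternatives of the posterior, myogenic, melanocyte, naive, primed and keratinocyte lists were chosen after the data were examined.

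The number of DE genes lay between 5423 (passage 15 alone) and 6780 (no expression filter), against 6000. No gene called in both fits changed sign under any alternative with a test that was compared gene by gene. With strain as a block, 6012 genes were DE, of which 5916 were shared. Leaving out each monoiPSC library gave 5754 to 5920 DE genes. Without an expression filter 9974 genes changed at least 2-fold, against 6334, because 17674 genes were tested. The split into higher and lower genes was 52.9% higher with TMM scaling, 51.0% with RLE scaling and 49.9% with limma on the deposited log2 values. On the scale of Supplementary Table S1 it was 42.6% higher, with 2620 higher and 3526 lower genes, and with the expression filter on that scale too there were 2480 and 3465. The median log2 fold change of all tested genes was 0.08 with TMM scaling and -0.20 on the scale of Supplementary Table S1, so genes under about this size have no certain direction.

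The overlap of expressed genes was 84.7% at an NRC of at least 10, 82.7% at 50, 84.2% with size factors from the deposited counts and 80.9% at a raw count of 20, against 84.0%, and 83.9% to 84.4% across the 6 values that each left out 1 library. The mean squared correlation of monoiPSCs was 0.983 over all genes, against 0.938, because genes at 0 in both libraries enter. Without squaring, the coefficient was 0.968, which is another unit. The first principal component held 88.8% of the variance over all expressed genes and 89.3% with genes scaled to unit variance, against 92.5%, and 92.7% to 93.6% across the 6 values that each left out 1 library. The largest moving average was 0.19 with windows of 100 genes, 0.10 with 300, 0.18 without removal of variable genes and 0.53 against neoSFs as the baseline, where it also holds the difference between the cell types. It was 0.11 in the row order of the deposited files, against 0.12. DESeq2 called 119 genes between passages and 191 between strains where edgeR called 0. In the simulated comparison of 4 against 2 it also called more unchanged genes, and the cause of the difference was not tested.

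With an estimated inter-gene correlation, the EPI set (difference 0.84, adjusted p = 0.128), the cell cycle list (2.68, adjusted p = 0.116), the posterior list (2.82, adjusted p = 0.0927) and the melanocyte list (3.71, adjusted p = 0.0774) were no longer past the threshold, and fry called the hypoblast set (-0.35, adjusted p = 0.0037). The estimated correlation rests on 4 residual degrees of freedom. It was 0.00459 for the fibroblast, -0.15 for the melanocyte, -0.0128 for the naive and -0.0541 for the primed list. These values lie below the preset 0.01, and the adjusted p of these lists still rose. A higher inter-gene correlation is therefore argued against as the cause for these lists. The cause was not tested further. Across the 6 values that each left out 1 library, the difference from the other genes was 0.76 to 0.88 for the EPI set, -6.05 to -5.46 for the fibroblast list, 2.52 to 2.82 for the cell cycle list, 2.70 to 3.33 for the posterior list, 0.27 to 3.50 for the myogenic list, 3.58 to 8.60 for the melanocyte list and 2.46 to 2.72 for the primed list. Without the genes seen in the supplementary tables the difference of the posterior list was 1.88 and that of the melanocyte list 3.18. The difference of the set means between monoiPSCs and neoSFs depends on the scaling. On the scale of Supplementary Table S1 it was 0.84 for the EPI set, against 1.03, -0.26 for the hypoblast set, against -0.07, and 0.0500 for the TE set, against 0.23. The keratinocyte list changed sign with strain as a block, from -0.14 to 0.0561 (adjusted p = 0.973, range over the alternatives 0.636 to 0.973), and was at 0.60 without the LSD1 neoSF library and at -0.46 without the FD2M1 neoSF library. It was not called in any fit. The block changed no call of a set or of a named gene.

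Among the named genes, the log2 fold change of PDGFA ranged from -1.38 to 0.30 when each library was left out, and its direction thus rested on the LSD1 neoSF library. Of the other values of named genes, 477 were unchanged in direction and, where the fit gave a test, in call. A further 26 moved by more than the spread, and 4 became stronger, all for KRT19. The 2 that became weaker were both for TEAD4, at 0.88 at passage 15 alone and 0.99 without LSD1 at passage 25. A correction for transcript length was not run, because the lengths at hand belong to another assembly. Leaving out a neoSF library leaves 1, so those fits gave fold changes and no calls. The depth of the neoSF libraries limits the fold change of genes at the floor to a lower limit.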

Differences from the paper's values

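The paper gives a mean squared correlation of 0.973 ± 0.007 for the monoiPSCs, and the value over the genes expressed in either group was 0.938 here. The alternatives set before the data were examined did not close the gap. The value was 0.928 over the genes expressed in monoiPSCs, 0.945 with log2(CPM + 1), 0.944 with Spearman's coefficient, 0.929 to 0.949 with each library left out, and 0.983 over all genes, which is above the paper's value. The mean of the 6 coefficients without squaring, which was chosen after seeing the values, was 0.968 and lay within the paper's interval.

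Supplementary Table S1 gives log2 values from which a mean NRC of 479.5 follows for POU5F1 in the monoiPSCs, which is the paper's value. The deposited log2 values, moved to the scale of that table by the median difference of each library, gave 165.5. For the other 15 named genes of the table the values lay close together. As a ratio, ELAVL3 was the farthest apart, at 409.8 in the table and 392.9 here. None of the alternatives set before the data were examined applies to this value.

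The paper counts 2474 higher and 3707 lower genes in monoiPSCs. With TMM scaling, 3176 were higher and 2824 lower here. Among the alternatives set before the data were examined, limma on the deposited log2 values gave more lower than higher genes, with 3005 higher and 3021 lower, and the others with a test gave more higher genes. On the scale of Supplementary Table S1, which was chosen after seeing the values, 2620 were higher and 3526 lower, and with the expression filter on that scale as well 2480 and 3465.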

Other observations

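The tests of explanations in this part were chosen after the values had been seen. The split of DE genes into higher and lower genes differed from the paper's, and the scaling of the samples is a candidate explanation. For most genes compared, the log2 values of Supplementary Table S1 lie below the deposited ones by nearly the same amount within a library. The median difference was -0.38 and -0.34 in the neoSFs and between -0.58 and -0.52 in the monoiPSCs. With limma on values moved by these medians, the number of higher genes fell from 3005 to 2620 and that of lower genes rose from 3021 to 3526, so that the lower genes outnumbered the higher ones. The direction of this movement follows from the medians, its size does not. This is in line with the scaling as an explanation for the split. How the scale of the table arose was not tested, and the paper's methods state that the normalization ran across all samples. No biological explanation was tested.

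Of the 1996 genes of Supplementary Table S1 used here, of the paper's 6181, 76 were at 0 in every deposited library, although the table gives them log2 values of up to 12.87 as the mean of the monoiPSCs. A candidate explanation is that non-coding genes and pseudogenes were left at 0 in the deposited counts. Of all genes of these types, 98.43% were at 0, against 13.41% of the protein-coding genes, and 35 of the 44 such genes in the table were at 0. These types leave out the genes listed as misc_RNA, of which 4 of 36 were at 0. The candidate explains no more than part of the pattern. Of the 76 genes, 10 are protein-coding, of 1813 protein-coding genes in the table, and 31 had no gene type. For the genes that were above a log2 value of 5 in all 4 monoiPSC libraries, 17 of 1853 differed by more than 1 on the log2 scale beyond the median of the library. In neoSFs, 0 of 864 genes differed by more than 0.5, beside 48 of 1853 in monoiPSCs. POU5F1 was among the 17, with a difference of 1.47 to 1.60 in the 4 monoiPSC libraries. The cause was not tested.

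The myogenic list did not separate the groups (difference from the other genes 1.67, camera, adjusted p = 0.655), but it differed between libraries. The list was written after a gene of it, MYOG, had been seen in the supplementary tables. All 10 tested genes had their highest monoiPSC value in LSD1 at passage 25, where 31.1% of all tested genes have theirs. ACTA1 had an NRC of 9645 there and 1118, 1765 and 753.6 in FD2M1 and LSD1 at passage 15 and FD2M1 at passage 25. MYOG was expressed in all 4 libraries, at 1527, 4135, 985.5 and 5549 in FD2M1 and LSD1 at passage 15 and at passage 25. Without LSD1 at passage 25 the list's difference from the other genes was 0.27, without the FD2M1 neoSFs 3.50 and without the LSD1 neoSFs 0.95. The mean of the list in neoSFs was 7.44 for FD2M1 and 5.33 for LSD1. The keratinocyte list was not called relative to the other genes (difference -0.14, camera, adjusted p = 0.902), although the mean log2 value of its 10 genes was lower in all 4 monoiPSC libraries, at 4.64 ± 0.23 (SD, n = 4), than in both neoSF libraries, at 5.17 ± 0.05 (SD, n = 2; exact permutation test, two-sided p = 0.0667). The direction of the difference from the other genes changed without the LSD1 neoSFs, to 0.60. It was -0.46 without the FD2M1 neoSFs and -0.04 without FD2M1 at passage 15.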
